# The cortical hem lacks stem cell potential despite expressing SOX9 and HOPX

**DOI:** 10.1002/dneu.22899

**Published:** 2022-09-20

**Authors:** Alessia Caramello, Christophe Galichet, Miriam Llorian Sopena, Robin Lovell‐Badge, Karine Rizzoti

**Keywords:** dentate gyrus, differentiation, gliogenesis, HOPX, SOX9, stem cell potential

## Abstract

The adult dentate gyrus (DG) of rodents hosts a neural stem cell (NSC) niche capable of generating new neurons throughout life. The embryonic origin and molecular mechanisms underlying formation of DG NSCs are still being investigated. We performed a bulk transcriptomic analysis on mouse developing archicortex conditionally deleted for *Sox9*, a SoxE transcription factor controlling both gliogenesis and NSC formation, and identified *Hopx*, a recently identified marker of both prospective adult DG NSCs and astrocytic progenitors, as being downregulated. We confirm SOX9 is required for HOPX expression in the embryonic archicortex. In particular, we found that both NSC markers are highly expressed in the cortical hem (CH), while only weakly in the adjacent dentate neuroepithelium (DNE), suggesting a potential CH embryonic origin for DG NSCs. However, we demonstrate both in vitro and in vivo that the embryonic CH, as well as its adult derivatives, lacks stem cell potential. Instead, deletion of *Sox9* in the DNE affects both HOPX expression and NSC formation in the adult DG. We conclude that HOPX expression in the CH is involved in astrocytic differentiation downstream of SOX9, which we previously showed regulates DG development by inducing formation of a CH‐derived astrocytic scaffold. Altogether, these results suggest that both proteins work in a dose‐dependent manner to drive either astrocytic differentiation in CH or NSC formation in DNE.

## 1 INTRODUCTION

In the adult brain of rodents, neural stem cells (NSCs) can be found in three restricted niches where physiological adult neurogenesis still occurs: the subventricular zone (SVZ) of the lateral ventricles, the subgranular zone (SGZ) of the dentate gyrus (DG), and the cells lining the third ventricle in the hypothalamus (Jurkowski et al., 2020). The balance between adult NSCs quiescent and active states is carefully controlled by several pathways to ensure long‐term maintenance of neuronal production (Urbán et al., 2019).

The *Cornus Ammonis* (CA) and DG, which together form the hippocampus, originate from two adjacent domains within the archicortex (ARK): the hippocampal neuroepithelium (HNE) and the dentate neuroepithelium (DNE), respectively (Morales and Mira, 2019; Urbán and Guillemot, 2014). DG progenitors are located within the DNE in early embryogenesis and, as development proceeds, they delaminate and migrate through the parenchyma along the dentate migratory stream to reach the forming DG where they differentiate into mature granule neurons (Morales and Mira, 2019; Urbán and Guillemot, 2014). Ventral to the DNE, the cortical hem (CH), later fimbrial epithelium (FE), contains progenitors first giving rise to Cajal–Retzius (CR) cells (Yoshida et al., 2006), then to astrocytes forming the fimbrial glial scaffold necessary for migration of DNE neuronal progenitors toward the DG (Caramello et al., 2021).

The embryonic origin of adult DG NSCs is still under debate (Morales and Mira, 2019): some have shown they are generated by a common precursor also giving rise to granule neurons (Berg et al., 2019); others suggest they originate from the ventral part of the hippocampus (Li et al., 2013). Single‐cell data showed that the transcriptome of DG neuronal precursors changes greatly as cells transition from embryonic to adult DG NSCs, particularly within the first 2 weeks of postnatal life (Hochgerner et al., 2018), suggesting that the early postnatal period may be important for establishment of the future adult NSC population. However, the expression of some genes is conserved in embryonic and adult NSCs. For example, *Homeodomain only protein X* (HOPX, also known as HOD‐1) is expressed in adult DG NSCs (Shin et al., 2015), where it is necessary to maintain their quiescence (Li et al., 2015). HOPX is also present in the embryonic DNE from E10.5 in mice (Berg et al., 2019) and gestational week 10 in humans (Zhong et al., 2020), where it is considered an early marker of adult DG NSCs. These observations suggest HOPX might be necessary at early stages of embryonic DG development for establishment of the adult DG NSC pool.

HOPX is also expressed in mature astrocytes, both in the dorsal brain parenchyma (Morel et al., 2017) and in the septal wall SVZ (Mizrak et al., 2019). Furthermore, it is present during astrocytic differentiation, both in adult SVZ NSCs biased to generate astrocytes (Zweifel et al., 2018) and in embryonic spinal cord progenitors, where its spatiotemporal expression profile matches that of astrocytic genes induced by SOX9 and NF1A (Sagner et al., 2021). In absence of these two factors, *Hopx* levels are reduced (Kang et al., 2012). Altogether, these findings suggest HOPX may also be involved in astrocytic differentiation; however, its requirement in this context has not been formally demonstrated.

Although the role of HOPX in DG development has recently become evident, its expression pattern during this process has not been thoroughly characterized. In both mouse (Berg et al., 2019) and human (Zhong et al., 2020) ARK, HOPX appears to be expressed both in the DNE and the underlying CH/FE (Mühlfriedel et al., 2005) raising the possibility that adult NSC progenitors may reside in either or both of these two domains. Alternatively, in the CH, HOPX might instead be involved in fimbrial glial scaffold differentiation.

The SRY‐related high‐mobility group box (SOX) transcription factor 9 (SOX9) is expressed in the murine neuroepithelium from E9.5 and is controlling both induction of stem cell fate and the progenitor switch to astrogliogenesis (Caramello et al., 2021; Kang et al., 2012; Scott et al., 2010; Stolt et al., 2003). To identify new regulatory mechanisms underlying adult DG NSC formation and clarify their regional origin, we performed bulk RNA sequencing (RNAseq) from E13.5 dissected ARK deleted for *Sox9* in complementary regions, as shown previously (Caramello et al., 2021), and identified *Hopx* as being significantly downregulated. We subsequently analyzed HOPX expression in vivo, in early and late ARK development, and showed that it is highly expressed in the CH/FE, while only weakly in the DNE. We confirm its expression depends on SOX9, both in embryonic CH and DNE progenitors, as previously shown in the developing spinal cord (Kang et al., 2012), as well as adult DG NSC. Because of the co‐expression and comparatively higher levels of SOX9 and HOPX in the CH, its potential to originate DG NSCs was then investigated in vitro using the neurosphere assay and in vivo by lineage tracing, using *Wnt3a^Cre^* to label CH‐derived cells (Yoshida et al., 2006). Both approaches show that CH cells do not have stem cell properties and are not the embryonic source of adult DG NSCs. Conversely, we show both HOPX expression and NSC formation and expansion in the adult DG require SOX9 in the DNE. Therefore, despite SOX9 and HOPX being present in both CH and DNE, their expression per se is not sufficient to define embryonic DG NSC potential. We instead propose that high levels of SOX9 and HOPX in the CH are most likely associated with astrocytic differentiation, suggesting that increasing levels of both factors along the DNE/CH neuroepithelium axis are associated with a transition from neural to astrocytic progenitor fate.

## 2 MATERIAL AND METHODS

### 2.1 Animals, husbandry, and genotyping

All animal experiments carried out were approved under the UK Animals (Scientific Procedures) Act 1986 and under the project licenses no. 70/8560 and PP8826065. Husbandry, breeding, ear biopsies, and vaginal plug (VP) checks were undertaken by the Biological Research Facility Team of the Francis Crick Institute. Mice were kept in individually ventilated cage with access to food and water ad libitum. The day of the VP was considered as embryonic day 0.5 (E0.5). All mouse lines used in this studies have been previously described: *Sox9^fl/fl^* conditional targeted mutation, MGI: 2429649 (Akiyama et al., 2002); *Sox1^Cre/+^* targeted mutation, MGI: 3807952 (Takashima et al., 2007); *Nestin‐Cre* transgenic mutation, MGI: 2176173 (Tronche et al., 1999); *Wnt3a^IRES‐Cre^* targeted mutation, MGI: 98956 (Yoshida et al., 2006); and *R26R^tomato^* targeted mutation, MGI: 3809523 (Madisen et al., 2010). Genotyping was performed using Transnetyx.

### 2.2 RNA extraction and sequencing

E13.5 archicortices were dissected out in sterile chilled phosphate‐buffered saline (PBS), snap frozen in liquid nitrogen, and stored at −80°C. RNA was extracted using RNeasy Plus Micro kit (Qiagen) and quantified with NanoDrop (Thermo Fisher Scientific). RNA quality control, cDNA library synthesis using KAPA mRNA HyperPrep Kit (Illumina), and sequencing, performed on HiSeq4000 (Illumina), were performed by the Genomic Park and Advanced Sequencing facilities of the Francis Crick Institute. Sequencing analysis was performed by Miriam Llorial, from the bioinformatics and biostatistics facility of the Francis Crick Institute. Read adaptor removal and quality trimming were carried out with Trimmomatic (version 0.36) (Bolger et al., 2014). Reads were then aligned to the mouse genome, using Ensembl GRCm38 ‐ release 89 as reference. Read alignment and gene level quantification were performed by STAR alignment (v.2.5.2a) (Dobin et al., 2013) together with RSEM package (v.1.2.31) (Li and Dewey, 2011). Differential expression analysis was carried out with DESEq2 (DESeq2_1.20.0) (Love et al., 2014) within R programming environment. Genes are called differentially expressed if *p*_adj_ < .05. RNAseq reads quality was assessed with the FastQC program, where multiple parameters are analyzed, such as millions of sequences obtained, percent of duplicate reads, percent of GC content, percent of mRNA or rRNA, and number of genes with at least five reads. All samples passed RNA quality control, with an average RNA integrity number (RIN) of 9.6, and sequencing quality control. After sequencing, each sample had between 20 and 30 million reads with a percentage of duplication of around 50%–60%. 

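The deposited values allow the reads assigned to genes to be counted, which are fewer than the reads sequenced. Of the 16 E13.5 libraries, 1 control library of the *Sox1 Cre* line had more than 30 M reads on genes and 2 libraries had fewer than 20 M. Duplicated reads were not analysed here.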

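Per E13.5 library, between 16416 and 18218 genes had at least 5 reads, and the median over all 24 libraries of the series was 16855 genes. The table lists 51912 genes, of which 21449 had no read in any library.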

From each sample, around 20,000 genes were detected with at least five reads, of which on average 90% aligned with coding regions.

Lists of differentially expressed genes (DEGs) were generated for each comparison. DEGs were considered only when the *p*_adj_‐value was below .05. Lists of DEGs were manually analyzed to identify potentially interesting genes. For this analysis, only genes with a BaseMean above 100 were considered, as it would correct for very low expressed genes that would not have a biological effect even with a high fold change. 

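The BaseMean of the paper's tables is the mean normalized count over 24 libraries: it equalled that mean for all 338 genes of Table S3 that were read (the paper counts 339) and the mean over the 16 E13.5 libraries for 0 of them. Of 16454 genes tested here, 11830 had a mean of at least 100. Among the genes with an adjusted *p* under 0.05 (limma, Benjamini-Hochberg), 117 in *Sox9 fl/fl;Sox1 Cre/+* mutants and 8 in *Sox9 fl/fl;Nestin‐Cre* mutants were above this limit. When the limit was applied before the test, 121 and 5 genes passed the threshold.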

Lists of DEGs were also used to perform pathway analysis with MetaCore.

### 2.3 Analysis of putative SOX9 transcription factor binding sites

Position frequency matrix for SOX9 was obtained from Jaspar2018 (Khan et al., 2018). The R package “PWMEnrich” (Stojnic & Diez, 2015) was used to obtain a Position Weith Matrix (PWM) and to find matches in 10 Kb upstream/downstream of *Hopx* gene (chr5: 77077073–77102813, UCSC Genome Browser on Mouse Dec. 2011(GRCm38/mm10) Assembly). Hits were saved as a .bed file and uploaded onto UCSC genome browser for visualization purposes. To further infer their functional activity, these domains were compared to chromatin state data generated from ChIP‐seq and ATAC‐seq analyses performed by ENCODE 3 (Sloan et al., 2016) and available on UCSC website. We specifically looked at (i) enhancers‐gene map, (ii) enhancer regions specifically associated with *Hopx* promoter, and (iii) chromatin states during forebrain development.

### 2.4 Neurosphere assays

Embryonic ARK or adult hippocampus was dissected and cultured in proliferation medium as described previously (Scott et al., 2010). For differentiation assays, neurospheres were placed on reduced growth factor Matrigel (BD biosciences) coated coverslips in differentiation medium (Scott et al., 2010). 7DIV‐differentiated neurospheres were then processed for staining.

### 2.5 Tissue harvesting and staining

Pregnant dams were killed by cervical dislocation, embryos were harvested, and heads were dissected out on chilled PBS. E13.5 whole heads and E18.5 dissected‐out brains were fixed by immersion in chilled 4% paraformaldehyde (PFA) at 4°C for 1–2 h. Heads/brains were then washed in PBS, cryopreserved in 30% sucrose, embedded in OCT, and kept at −80°C. Samples were sectioned at 14 μm using a cryostat (Leica), placed on Superfrost plus slides, and either stored at −80°C or immediately used for staining.

Adult mice were perfused intracardially with chilled 4% PFA and brains were dissected out and embedded in OCT. Samples were sectioned at 50 μm using a cryostat (Leica) and free‐floating sections were either cryopreserved and stored at −80°C or immediately used for staining.

Whole neurospheres and differentiated neurospheres were fixed with chilled 4% PFA for 20 min at 4°C. Samples were washed in PBS and stained.

For immunofluorescence, samples were incubated in blocking solution (10% donkey serum in 0.1% Triton X‐100 PBS) for at least 30 min and then incubated overnight at 4°C with primary antibodies diluted in blocking solution (Table 1). For some antibodies, antigen retrieval was performed prior to the blocking solution step by placing the samples in 10% target retrieval solution pH6.1 (Dako) diluted 1:10 in distilled water, for 30 min at 65°C or 15 min at 95°C (Table 1). The following day, samples were washed twice in 0.1% Triton X‐100 PBS for 5 min, incubated for 1 h at room temperature with secondary antibodies (Table 2), and DAPI diluted 1:500 in blocking solution in a dark humidified chamber. After two 5‐min washes in PBS, samples are air‐dried and mounted under coverslip with Aqua‐poly/Mount (Park Scientific).

**TABLE 1:** List of primary antibodies used

Antigen	Dilution	Host	Vendor	Catalog #	65^o^C	95^o^C
LEF1	1:200	Rabbit	Cell Signalling	2230P	e	e
GFAP	1:500	Mouse	Sigma	C9205		
GLAST	1:200	Guinea pig	Millipore	AB1782		e
HOPX	1:100	Rabbit	Proteintech	11419‐1‐AP		e
Ki67	1:200	Rabbit	Abcam	ab16667	e	
PDGFRa	1:200	Goat	R&D systems	AF1062		
PROX1	1:500	Rabbit	BioLegend	PRB‐238C	e	a
REELIN	1:200	Mouse	Abcam	Ab78540		
SOX2	1:500	Goat	Neuromics	GT15098		
SOX9	1:200	Goat	R&D system	AF3075	e	e

*Note*: When necessary, antigen retrieval protocol (30 min in 65°C water bath or 15 min in 95°C decloaking chamber) was performed for the indicated samples (e: embryos; a: adults).

**TABLE 2:** List of secondary antibodies and nuclear staining used

Fluorophore	Host/reactivity species	Vendor	Catalog #
Alexa 568	Donkey anti‐rabbit	Thermo Fisher Scientific	A10042
Alexa 647	Donkey anti‐rabbit	Thermo Fisher Scientific	A31573
Alexa 568	Donkey anti‐goat	Thermo Fisher Scientific	A11057
Alexa 647	Donkey anti‐goat	Thermo Fisher Scientific	A21447
Alexa 594	Donkey anti‐mouse	Thermo Fisher Scientific	A21203
Alexa 555	Donkey anti‐mouse	Thermo Fisher Scientific	A31570
Alexa 647	Donkey anti‐guinea pig	Thermo Fisher Scientific	A21450
DAPI 300 μM		Thermo Fisher Scientific	D1306

### 2.6 Image processing and statistical analysis

Immunofluorescence stainings were imaged using a Leica TCS SPE confocal microscope with 10×, 20×, and 40× objectives. LAS AF software was used for acquisition. Acquisitions were performed as 1.5 μm Z‐stacks, with bidirectional X. Fiji was used for image analysis, cell counting, and pixels per area quantification. QuPath was used for cell counting in Figure 5. All quantifications were performed on three to five different images per analyzed area for each sample.

Quantification of HOPX expression as pixels per area was performed in Fiji by first defining a threshold of HOPX signal intensity (below threshold is background, above threshold is real signal), then drawing a region of interest (ROI) around the area of interest and quantifying the percentage of pixels within the ROI that bear a HOPX signal intensity above the defined threshold. Finally, by multiplying the percentage of pixels above threshold by total number of pixels of the ROI, we obtained the number of pixels where HOPX expression is above threshold (HOPX+ pixels/area).

Statistical analysis was performed on Prism 9 (Graphpad), calculating student's two‐sided unpaired *t*‐tests, when comparing two groups, or ordinary one‐way ANOVA, when comparing one variable in three groups. When performing ANOVA, multiple comparison between each experimental group was then performed with Tukey's test. Analyses were performed parametrically, upon confirmation that majority of samples in the analysis had normal distribution (performed on Prism). Full details of statistical analyses can be found in the source data.

Histograms represent average quantification from the indicated number of biological replicates (*n*). Error bars for cell number quantification represent standard deviation (SD). Data shown as percentage were processed with angular transformation before statistical analysis; *p*‐value is indicated as follows: ns, *p* > .05; *p ≤ .05; **p ≤ .01; ***p ≤ .001; ****p ≤ .0001.

Images in Figures 4a and 5a were created with BioRender.com, while cartoons in Figures 1a,b and 2b,c were created with Adobe Illustrator.

**FIGURE 1:**
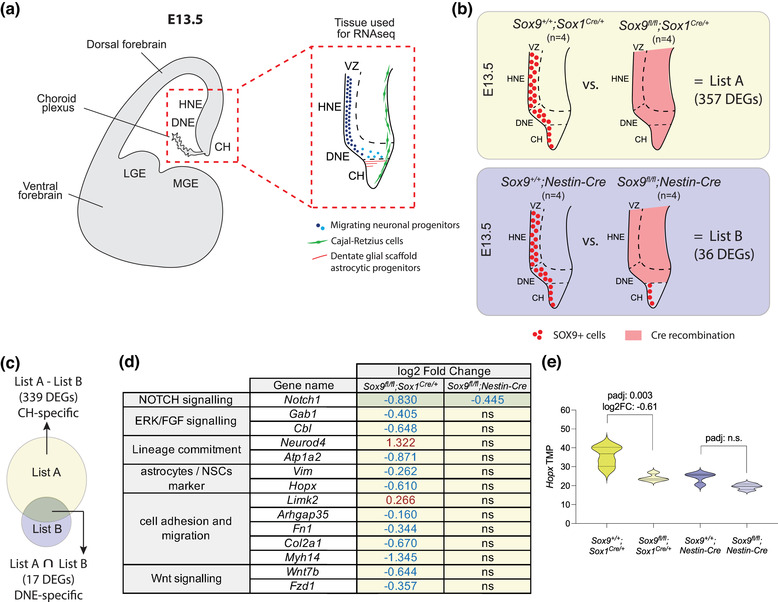
Comparative bulk transcriptomic analysis of embryonic dissected ARK. (a) Schematic of a coronal section of a developing mouse forebrain at E13.5 with red‐dashed square indicating the ARK, the region of the embryonic brain dissected and used for bulk RNAseq. On the right, zoomed detailed description of the neuronal progenitors initially present in the DNE/HNE (dark blue dots) then migrating within the parenchyma (light blue dots). Below the DNE, the CH is the source of Cajal–Retzius cells (in green) and of glial scaffold astrocytic progenitors (in red). (b) Schematic of SOX9 expression (red dots) and Cre recombination pattern (red shade) in E13.5 *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* ARK compared to their controls. DEGs identified in *Sox9^fl/fl^;Sox1^Cre/+^* mutants compared to their controls are indicated as List A, while DEGs identified in *Sox9^fl/fl^;Nestin‐Cre* mutants compared to their controls are indicated as List B. (c–e) Lists A and B were compared to identify DEGs potentially specific to the CH and DNE. Based on Cre activity pattern, DEGs identified in *Sox9^fl/fl^;Sox1^Cre/+^* mutants (List A) but not in *Sox9^fl/fl^;Nestin‐Cre* mutants (List B) are more likely to be specific of CH only (List A – List B; 339 DEGs), while DEGs identified in both *Sox9^fl/fl^;Sox1^Cre/+^* (List A) and *Sox9^fl/fl^;Nestin‐Cre* (List B) mutants are more likely to be DNE specific (List A  ∩ List B: 17 DEGs) (c). A highlight of DEGs shortlisted with this method is shown in panel (d). Yellow and green shades indicate whether each gene is DNE or CH specific, respectively, based on the comparison described above. (e) *Hopx* TMP showing its expression is significantly downregulated in *Sox9^fl/fl^;Sox1^Cre/+^* mutants compared to controls, suggesting it might be expressed in the CH. LGE, lateral ganglionic eminence; MGE, medial ganglionic eminence; ARK, archicortex; VZ, ventricular zone; HNE, hippocampal neuroepithelium; DNE, dentate neuroepithelium; CH, cortical hem; DEG, differentially expressed genes; PCA, principal component analysis; ns, nonsignificant; TPM, transcripts per million; FC, fold change

**FIGURE 2:**
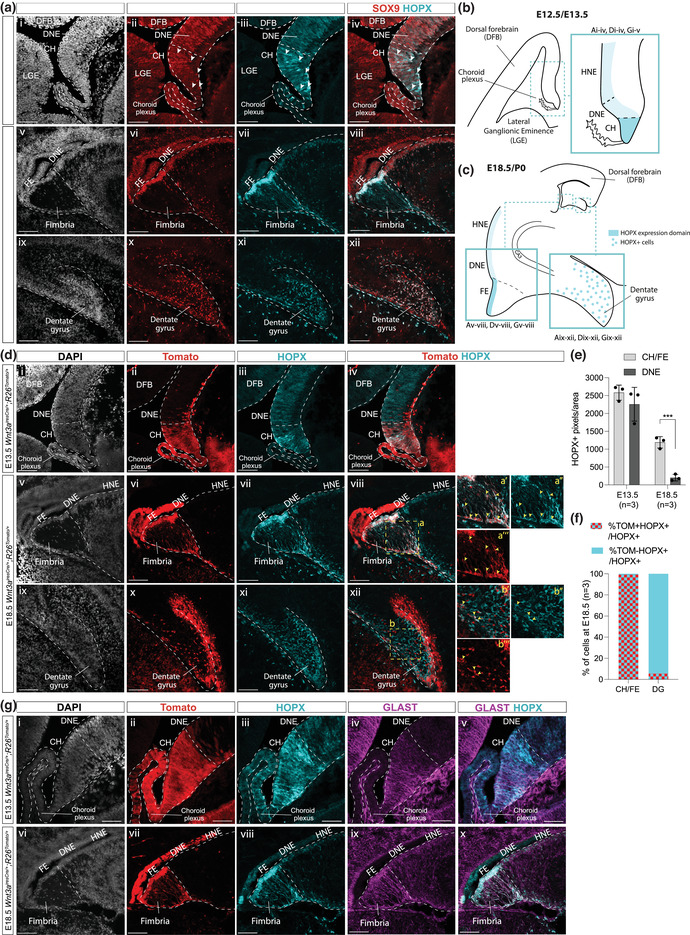
Characterization of HOPX expression within the developing ARK, compared to SOX9 and astrocytic progenitors’ markers. (a) Immunostaining for HOPX and SOX9 on *Sox9^fl/fl^* within the developing ARK at E12.5 (i–iv) and at E18.5 (v–viii) and in the forming DG at E18.5 (ix–xii). SOX9+;HOPX+ double positive cells at E12.5 (i–iv) are indicated with the white arrowhead. (b, c) Schematic representation of regions of the developing archicortex at E12.5/E13.5 (b) and developing dentate gyrus (c, right) and FE (c, left) analyzed in panels (a), (d), and (g), with an indication of HOPX level of expression in different regions/cells. (d) Immunostaining for HOPX and Tomato on *Wnt3a^iresCre/+;^R26^Tomato/+^* E13.5 (i–iv) and E18.5 (v–xii) embryos. The area indicated by the yellow‐dashed squares (a, b) is shown at higher magnification on the right (aʹ–a‴ and bʹ–b‴). Yellow and white arrowheads indicate HOPX+;Tomato+ and HOPX+;Tomato– cells, respectively. (e, f) Analysis of HOPX expression in the developing ARK quantified as HOPX+ pixels/area at E13.5 and E18.5 in CH/FE versus DNE (e) showing HOPX is significantly more expressed in the CH/FE (1190.57 ± 159.62) compared to the DNE (202.35 ± 91.12, *t*‐test *p* = .0007) at E18.5; percentage of Tomato+ and Tomato– HOPX+ cells on total HOPX+ cells population in the CH/FE and forming DG at E18.5 (f). (g) Triple immunostaining for HOPX, Tomato, and GLAST on E13.5 (i–v) and E18.5 (vi–x) developing ARK of *Wnt3a^iresCre/+;^R26^Tomato/+^* embryos, showing HOPX expression overlaps, at least in part, with GLAST+ astrocytic progenitors in the CH and FE/fimbria. ARK, archicortex; DNE, dentate neuroepithelium; HNE, hippocampal neuroepithelium; CH, cortical hem; DFB, dorsal forebrain; LGE, lateral ganglionic eminence; CP, choroid plexus; FE, fimbrial epithelium; DG, dentate gyrus. Scale bars represent 50 μm in (a [i–iv]) and (g [i–v]), and 100 μm in (a [v–xii]), (d), and (G [vi–x]).

## 3 RESULTS

### 3.1 Transcriptomic analysis of the E13.5 developing ARK upon differential conditional deletion of *Sox9*

We used differential conditional deletion approaches to ablate *Sox9* expression in complementary regions of the developing ARK, as previously described (Caramello et al., 2021). We then performed bulk RNAseq of dissected ARK (Figure 1a) from quadruplicate E13.5 *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* mutants compared to *Sox9^+/+^;Sox1^Cre/+^* and *Sox9^+/+^;Nestin‐Cre* controls, respectively (Figure 1b). 

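The E13.5 experiment comprised 16 libraries, 4 from each genotype: *Sox9 fl/fl;Sox1 Cre/+* mutants (A1 to A4), *Sox9+/+;Sox1 Cre/+* controls (A5 to A8), *Sox9 fl/fl;Nestin‐Cre* mutants (A17 to A20) and *Sox9+/+;Nestin‐Cre* controls (A21 to A24). Libraries of mRNA were sequenced, and the authors trimmed the reads, aligned them to GRCm38 with STAR, estimated counts per gene with RSEM and divided them by 1 DESeq2 size factor per library. The deposited values are these normalized counts, without a log transformation. In every library 100% of the values were whole multiples of its smallest step, so that the reads behind them could be recovered. Reads on genes ranged from 21013925 to 26455487 (median 23016925) in *Sox9 fl/fl;Sox1 Cre/+* mutants and from 18358691 to 49445219 (median 21347226) in their controls. They ranged from 18514192 to 25748867 (median 22992273) in *Sox9 fl/fl;Nestin‐Cre* mutants and from 21484388 to 26258423 (median 24796119) in their controls. The paper states 20 to 30 M reads per sample; the values here use the totals on genes, which leave out reads that were not assigned to a gene. Counting error was small beside the differences between replicates. Across the 36 pairs of libraries of one group, E12.5 libraries of the series included, chi-square over its degrees of freedom lay between 9.78 and 99.2. Among the E13.5 pairs alone, the lowest value was 9.93.

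Genes with a normalized count of at least 10 in at least 4 of 24 libraries were tested, the 24 including 8 libraries of another age from the same series because the BaseMean of the paper's tables was computed over them. A limma model with 1 mean per group was fitted to log2(normalized count + 1), with a trend in the empirical Bayes step. Changes are therefore log2 differences on that scale, which understates the change of low genes, and *p*-values are two-sided with Benjamini-Hochberg adjustment. For single genes an exact permutation test over the 35 splits of 8 libraries is also given; its smallest possible two-sided *p* is 0.0286. The paper's text does not name the strand setting of the counting, so reads of genes that overlap on opposite strands could not be separated.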

*Sox1^Cre^* is active in the whole neural plate from E8.5 (Takashima et al., 2007), while *Nestin‐*Cre is active from E11.5 in the ventral forebrain, reaching the DNE by E13.5, and mostly inactive in the adjacent CH (Figure 1b) (Tronche et al., 1999). Therefore, comparisons of DEGs between these mutants should identify and distinguish downstream targets of SOX9 preferentially expressed in the CH and the DNE.

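*Sox9* (ENSMUSG00000000567, chromosome 11 of GRCm38, 112782224 to 112787760, plus strand) had 3363 ± 376.2 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 5578 ± 305.8 (SD, n = 4) in controls, a log2 fold change of -0.74 (standard error 0.118, limma adjusted *p* = 0.0021). It had 3134 ± 161.8 normalized counts (SD, n = 4) in *Sox9 fl/fl;Nestin‐Cre* mutants and 5152 ± 465.3 (SD, n = 4) in controls, a log2 fold change of -0.71 (standard error 0.118, limma adjusted *p* = 0.0297). In both lines the 4 mutants lay below the 4 controls (exact permutation test, *p* = 0.0286). The change did not differ between the lines (difference -0.02, limma adjusted *p* = 0.996). With the log2 *Xist* value as a covariate for sex, the adjusted *p* in *Sox9 fl/fl;Nestin‐Cre* mutants was 0.0617, against 1.09e-05 to 0.0617 over all alternatives, and leaving out 1 library at a time gave 0.0212 to 0.109, with 1 of 8 fits past the threshold. These values count all exons together.

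**Figure D1:**
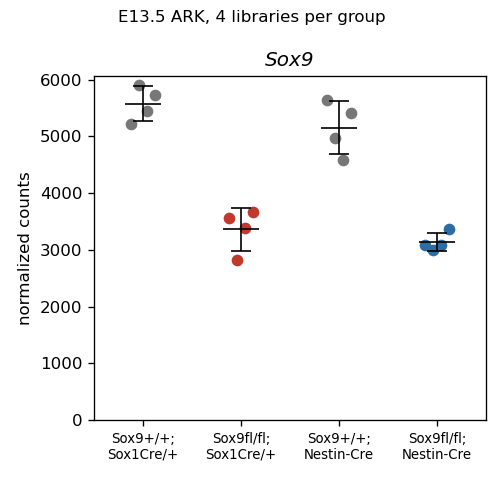
Normalized counts of *Sox9* (linear axis from 0) in each E13.5 library, by genotype. Dots are the 4 libraries of a group, the long bar is their mean and the short bars are 1 SD; every mutant lies below every control of its line.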

Sequenced samples were first analyzed by principal component analysis (PCA) (Figure S1a,b) and genotypes confirmed by examining *Sox9* expression (Figure S1c). While deletion of *Sox9* underlined variance in *Sox9^fl/fl^;Sox1^Cre/+^* samples compared to controls, it did not in *Sox9^fl/fl^;Nestin‐Cre* versus controls (Figure S1a,b). 

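As a measure of this variance, the share of the summed variance of the 500 most variable genes that lay between mutants and controls was 26.5% in the 8 *Sox1 Cre* libraries, the highest of the 35 splits (one-sided exact permutation test, *p* = 0.0286). It was 15.1% in the 8 *Nestin‐Cre* libraries, where 12 of the 35 splits gave as high a share (*p* = 0.343, same exact test). The median over all splits was 14% in the *Sox1 Cre* and 14.2% in the *Nestin‐Cre* libraries. In the *Sox1 Cre* comparison, the first principal component held 28.4% of the variance (two-sided exact permutation test of genotype, *p* = 0.0857) and the second 25.7% (*p* = 0.0286, same exact test). In the *Nestin‐Cre* comparison, they held 24.5% (exact *p* = 0.229) and 22.6% (exact *p* = 0.829). Over all genes tested, in place of the 500 most variable, the share in the *Sox1 Cre* libraries was 20.9% (exact permutation test, *p* = 0.143).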

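Of the genes tested, 152 had a limma adjusted *p* under 0.05 in *Sox9 fl/fl;Sox1 Cre/+* mutants compared to controls, 60 higher and 92 lower, and 1932 had an unadjusted *p* under 0.05. In *Sox9 fl/fl;Nestin‐Cre* mutants 11 genes passed, 2 higher and 9 lower, and 1064 had an unadjusted *p* under 0.05. The alternative that moved the first count most was a weight for each library (limma array weights), with 962 genes. The DESeq2 test that the paper's methods name, run on the recovered reads, gave 358 and 37 genes. Library A1 decided much of the count in *Sox9 fl/fl;Sox1 Cre/+* mutants: without it 514 genes passed, and without A3 there were 90. In *Sox9 fl/fl;Nestin‐Cre* mutants the count lay between 2 (without A18, A20, A21 or A22) and 7 (without A23) in the 8 fits that each left out 1 library.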

In consequence, we identified 357 differentially expressed genes (DEGs) in *Sox9^fl/fl^;Sox1^Cre/+^* mutants compared to their controls (List A: 157 upregulated and 200 downregulated—Table S1), while only 36 DEGs were identified in *Sox9^fl/fl^;Nestin‐Cre* mutants compared to their controls (List B: 11 upregulated and 25 downregulated—Table S2). Consistent with *Sox1^Cre/+^* and *Nestin‐Cre* activity patterns, this result indicates that early DG development is significantly more affected in *Sox9^fl/fl^;Sox1^Cre/+^* compared to *Sox9^fl/fl^;Nestin‐Cre* animals (Figure 1). 

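When the difference between the changes in *Sox9 fl/fl;Sox1 Cre/+* and *Sox9 fl/fl;Nestin‐Cre* mutants was tested for each gene, 7 genes had a limma adjusted *p* under 0.05 and 1360 an unadjusted *p* under 0.05. Without A1, 144 genes passed. Of the 35 ways to split the 8 *Sox1 Cre* libraries into 4 and 4, 5 gave at least as many genes as the genotypes did, while for the 8 *Nestin‐Cre* libraries only the genotypes themselves, 1 of 35, gave as many. From the numbers of DEGs the paper concludes that early DG development is more affected in *Sox9 fl/fl;Sox1 Cre/+* mutants.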

The lower number of DEGs found in the latter compared to their controls might also reflect the delayed activity of *Nestin‐Cre* compared to *Sox1‐Cre* in the DNE, which allows for transient expression of *Sox9* before it is deleted (Caramello et al., 2021).

We then compared DEGs found in *Sox9^fl/fl^;Sox1^Cre^* mutants (List A) with those found in *Sox9^fl/fl^;Nestin‐Cre* mutants (List B) with the aim of dissecting the role of SOX9 in subregions of the ARK (Figure 1c). 

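Of the genes that passed in *Sox9 fl/fl;Sox1 Cre/+* mutants, 145 did not pass in *Sox9 fl/fl;Nestin‐Cre* mutants. The change in *Sox9 fl/fl;Nestin‐Cre* mutants had the same direction for 106 of these 145 genes. The test of the difference between the lines passed the threshold for 4 of them (limma, adjusted *p* under 0.05).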

DEGs found in *Sox9^fl/fl^;Sox1^Cre/+^* but not in *Sox9^fl/fl^;Nestin‐Cre* mutants should specifically indicate genes regulated by SOX9 in the CH (List A minus [–] List B; Table S3). Conversely, genes commonly affected in both mutants should focus on pathways regulated by SOX9 in the DNE (List A intersection [∩] List B; Table S4). 

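7 genes passed in both mutants, all in the same direction, where 0.102 would be shared by chance (one-sided Fisher's exact test over the genes tested, *p* = 1.6e-12): *Sox9*, *Mettl23*, *4933434M16Rik*, *Arvcf*, *Aif1l*, *Plce1* and *Cnn3*. The count includes *Sox9*, the gene deleted in both lines. Both changes came from the same joint fit, with the same standard error for a gene. The 2 lists are therefore not independent, as the exact test assumes. *Mettl23* (ENSMUSG00000090266, chromosome 11, 116843278 to 116854263) had a log2 fold change of -1.47 in *Sox9 fl/fl;Sox1 Cre/+* mutants (standard error 0.0776, limma adjusted *p* = 1.69e-10) and -0.98 in *Sox9 fl/fl;Nestin‐Cre* mutants (limma adjusted *p* = 4.52e-07); its exons overlap those of *Srsf2*, *Jmjd6* and *Mfsd11*, and the counting could have split reads between them. *4933434M16Rik* (ENSMUSG00000020624, chromosome 11, 112825154 to 112832469) had 15.2 ± 2.41 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 0 in the 4 controls, at least 5.14-fold higher against a floor of 3 reads. Both genes lie within 10 Mb of *Sox9*. The changes of the other 4 genes in *Sox9 fl/fl;Nestin‐Cre* mutants were -0.35 (*Arvcf*), -0.56 (*Aif1l*), -1.14 (*Plce1*) and -0.21 (*Cnn3*), with limma adjusted *p* between 0.0394 and 0.0496, and with the *Xist* covariate each was above 0.05. Without genes within 10 Mb of *Sox9*, 0 genes passed in *Sox9 fl/fl;Nestin‐Cre* mutants (1032 at an unadjusted *p* under 0.05) and 0 were therefore shared. Taking out genes with a low *p* changes the Benjamini-Hochberg ranks of the others, which can lift an adjusted *p* close to 0.05 past it. The count of 0 therefore does not bear on whether the other genes changed. The 17 genes of Table S4 were selected by the paper, from these same libraries, as affected in both lines. Agreement between the lines is therefore partly set by this choice and is not independent evidence. All 17 changed in the same direction in both lines. Of them, 16 passed in *Sox9 fl/fl;Sox1 Cre/+* mutants, 8 in *Sox9 fl/fl;Nestin‐Cre* mutants and 7 in both. The change was larger in *Sox9 fl/fl;Sox1 Cre/+* mutants for 15 of the 17, and the difference between the lines passed the threshold for 0 of them (3 at an unadjusted *p* under 0.05).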

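Beside other genes, Figure 1d lists *Gab1* and *Cbl*. *Gab1* (ENSMUSG00000031714, chromosome 8) had 2585 ± 113.9 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 3421 ± 226.9 (SD, n = 4) in controls, a log2 fold change of -0.40 (limma adjusted *p* = 0.0148). With the *Xist* covariate its adjusted *p* was 0.0543, against 0.000404 to 0.0543 over 13 alternatives, and in the 8 fits without 1 library it was above 0.05 without A3 (0.0554) and without A6 (0.0659). *Cbl* (ENSMUSG00000034342, chromosome 9) had 3500 ± 279.5 normalized counts (SD, n = 4) in mutants and 5486 ± 332.7 (SD, n = 4) in controls, a log2 fold change of -0.65 (limma adjusted *p* = 0.0154). Without A3, A4 or A6, its adjusted *p* was between 0.0539 and 0.0617.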

We screened these lists to identify pathways in which SOX9 is already known to be involved or that are relevant to this developmental context (Figure 1d). 

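*Neurod4* (ENSMUSG00000048015, chromosome 10) had 298.5 ± 94.96 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 119.5 ± 61.98 (SD, n = 4) in controls. Its log2 fold change was 1.44 (standard error 0.391, limma adjusted *p* = 0.0887), and the 4 mutants lay above the 4 controls (exact permutation test, *p* = 0.0286). With DESeq2 its adjusted *p* was 0.0201, against 0.0201 to 0.401 over its alternatives, and without A8 it was 0.039 in limma. In the E12.5 libraries *Neurod4* was also higher in *Sox9 fl/fl;Sox1 Cre/+* mutants, with a log2 fold change of 1.71 (limma adjusted *p* = 0.0417). That adjusted *p* was 0.00299 to 0.103 over its alternatives, and it passed in 2 of the 8 fits without 1 library. *Vim* (ENSMUSG00000026728, chromosome 2) had 28290 ± 1404 normalized counts (SD, n = 4) in mutants and 33930 ± 612 (SD, n = 4) in controls, a log2 fold change of -0.26 (standard error 0.0586, limma adjusted *p* = 0.0289). After quantile normalization its log2 fold change was -0.16 (adjusted *p* = 0.482, the highest of its alternatives, from 0.000832), and it passed in 4 of the 8 fits without 1 library, with adjusted *p* up to 0.117 without A3.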

We identified the neurogenic factor *NeuroD4* to be upregulated in *Sox9^fl/fl^;Sox1^Cre/+^* mutants compared to their controls, and conversely the astrocytic markers (*Atp1a2*, *Vim*) to be downregulated, potentially indicative of the role of *Sox9* in gliogenesis induction, which, in its absence, is delayed in favor of neurogenesis (Kang et al., 2012; Martini et al., 2013). 

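*Notch1* (ENSMUSG00000026923, chromosome 2) had 4361 ± 346.3 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 7753 ± 1126 (SD, n = 4) in controls, a log2 fold change of -0.82 (standard error 0.104, limma adjusted *p* = 0.0002), and passed in all 13 alternatives and in the 8 fits without 1 library. *Wnt7b* (ENSMUSG00000022382, chromosome 15) had 2858 ± 151.8 in mutants and 4467 ± 447.4 in controls (SD, n = 4 each), a log2 fold change of -0.64 (limma adjusted *p* = 0.0154), which rose to 0.0602 with the *Xist* covariate (0.000422 to 0.0602 over its alternatives), and to 0.0532 without A4 and 0.061 without A5. *Col2a1* (ENSMUSG00000022483, chromosome 15) had 3689 ± 633.6 in mutants and 5870 ± 764.4 in controls (SD, n = 4 each), a log2 fold change of -0.68 (limma adjusted *p* = 0.0241), with 0.00125 to 0.139 over its alternatives and above 0.05 without A4, A7 or A8. *Limk2* (ENSMUSG00000020451, chromosome 11) had 939.7 ± 62.4 in mutants and 777.7 ± 48.21 in controls (SD, n = 4 each), a log2 fold change of 0.27 (limma adjusted *p* = 0.0113), so that it was higher in the mutants; the adjusted *p* was 0.000611 to 0.329 over its alternatives and 0.0505 without A4.

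*Fzd1*, *Arhgap35*, *Fn1* and *Myh14* were lower in *Sox9 fl/fl;Sox1 Cre/+* mutants but did not pass the threshold of 0.05. Their log2 fold changes were -0.36 for *Fzd1* (limma adjusted *p* = 0.0505), -0.16 for *Arhgap35* (0.0869), -0.34 for *Fn1* (0.0792) and -1.26 for *Myh14* (0.189). With DESeq2 on the recovered reads, all 4 passed, with adjusted *p* of 0.00744 for *Fzd1*, 0.0182 for *Arhgap35*, 0.013 for *Fn1* and 0.043 for *Myh14*. Over the alternatives it ranged from 0.00744 to 0.104 for *Fzd1*, from 0.0013 to 0.596 for *Arhgap35*, from 0.013 to 0.345 for *Fn1* and from 0.0193 to 0.571 for *Myh14*. Single libraries also changed these calls: *Fzd1* (0.0411) and *Arhgap35* (0.00308) passed without A1, *Fzd1* (0.0489) and *Fn1* (0.0312) without A8, and *Myh14* (0.0379) without A5.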

We also observed a reduction in components of the NOTCH and WNT pathways (*Notch1*, *Wnt7b*, *Fzd1*), and of genes involved in cell adhesion, migration, and epithelial to mesenchymal transition (EMT; *Limk2*, *Arhgap35*, *Fn1*, *Col2a1*, *Myh14*). These results are consistent with SOX9 being involved in or interacting with both NOTCH and WNT pathways (Leung et al., 2016; Martini et al., 2013), and with previously identified roles of SOX9 in gliogenesis induction (Kang et al., 2012) as well as EMT during neural crest cell development (Lincoln et al., 2007; Liu et al., 2013). 

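*Hopx* (ENSMUSG00000059325, chromosome 5 of GRCm38, 77086988 to 77115121, minus strand) had 309.5 ± 41.83 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 472.3 ± 73.19 (SD, n = 4) in controls. The log2 fold change was -0.60 (standard error 0.143, limma adjusted *p* = 0.0451), and 3 of the 4 mutants lay below every control (exact permutation test, *p* = 0.0571). The call was close to the threshold: over 13 alternatives the log2 fold change was between -0.65 and -0.56 and the adjusted *p* between 0.00341 and 0.24, with 9 of 13 past the threshold. Leaving out 1 library at a time, 2 of 8 fits passed, with a log2 fold change from -0.72 without A7 to -0.55 without A6. Exons of *Hopx* overlap those of the antisense gene *Hopxos*, whose mean over 24 libraries was 3.4 normalized counts against 305.3 for *Hopx*.

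**Figure D2:**
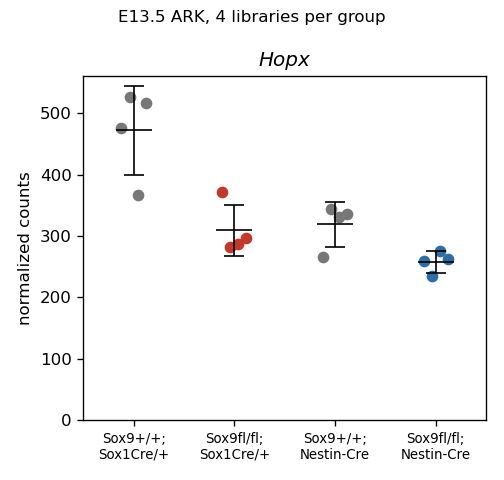
Normalized counts of *Hopx* (linear axis from 0) in each E13.5 library, by genotype. Dots are the 4 libraries of a group, the long bar is their mean and the short bars are 1 SD; in each line 3 of the 4 mutants lie below every control.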

We also identified markers specific to NSCs and astrocytic progenitors, such as *Vimentin*, encoding for an intermediate filament (Pankratz et al., 2007), and *Hopx*, encoding for the HOPX/HOD‐1 transcription factor (Berg et al., 2019; Mizrak et al., 2019; Morel et al., 2017). *Hopx* particularly piqued our attention, because it has been recently identified as being a marker of adult DG NSCs, but one that is expressed in the relevant region of the CNS during embryonic development (Berg et al., 2019). Moreover, from a UCSC Genome Browser analysis, we could find several predicted SOX9 transcription binding sites (TBSs) upstream of the *Hopx* transcription starting site (Figure S2), suggesting indeed SOX9 could directly control HOPX expression. 

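In the GENCODE annotation of GRCm38, *Hopx* is transcribed from the minus strand of chromosome 5 and has 3 transcripts. Hopx-202 starts at 77095277 and Hopx-203 at 77095253, both inside the window that the paper's methods give for the search of binding sites, from 77077073 to 77102813. Hopx-201 starts at 77115121, outside this window. Part of the window upstream of the 2 inner starts is also transcribed from the other strand, as *Hopxos* (77094532 to 77102303). The binding sites themselves were not analysed here.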

We first proceeded with validation of our transcriptomic data by analyzing HOPX expression pattern in the developing ARK.

### 3.2 HOPX is highly expressed in CH/FE compared to DNE and is regulated by SOX9 in both domains

We first analyzed HOPX expression at different stages of DG development, comparing it to SOX9 and using *Wnt3a^iresCre/+^;R26^Tomato/+^* (Yoshida et al., 2006) to demarcate DNE and CH. In agreement with previous studies (Ota et al., 2018), HOPX expression was found to be both nuclear and cytosolic; therefore, we quantified its expression level as HOPX+ pixels per relevant area. At E12.5, HOPX is weakly expressed in the DNE, while toward the most ventral part of the ARK, its expression intensifies in a few cells (Figure 2a [i–iv]), most of which are also expressing SOX9 (71.7% ± 3.61%). This region likely corresponds to the CH, as shown by immunostaining for HOPX on E13.5 *Wnt3a^iresCre/+^;R26^Tomato/+^* embryos (Figure 2d [i–iv]). Despite few cells in the CH highly expressing HOPX, we did not identify a significant increase in HOPX expression, quantified as HOPX+ pixels per relevant area, in the CH compared to the DNE at this stage (Figure 2e). Later, at E18.5, HOPX is still weakly expressed in the DNE and the overlying hippocampal neuroepithelium (HNE; Figure 2a [v–viii]), which corresponds to the *Wnt3a^iresCre/+^;R26^Tomato/+^* Tomato– domain (Figure 2d [v–viii]), while its expression is significantly higher in the Tomato+ fimbrial epithelium (FE; Figure 2d [v–viii], quantified in Figure 2e) where SOX9 also seems expressed at higher levels (Figure 2a [v–viii]). We observed HOPX+ signal in nuclei, and in Tomato*+* fibers extending from the FE (Figure 2d [v–viii], magnified in aʹ–a‴). These correspond to the fimbrial glial scaffold, because both Tomato and HOPX signal overlap with GLAST expression both at E13.5 and E18.5 (Figure 2g). At E18.5, HOPX is also expressed in SOX9+ cells migrating toward and within the forming DG (Figure 2a [ix–xii]). However, compared to the FE, where most HOPX+ cells are Tomato+ (Figure 2f), in the forming DG most HOPX+ cells are not expressing Tomato in *Wnt3a^iresCre/+^;R26^Tomato/+^* embryos (Figure 2d [ix–xii],f), suggesting they do not originate from the CH/FE. We hypothesize that the few HOPX+;Tomato+ cells observed in the DG (Figure 2d [ix–xii]) represent ectopic activity, both temporal and spatial, of *Wnt3a^iresCre^* in the DNE (Figure 2d [iv]), as observed previously (Caramello et al., 2021). Taken together, these results indicate that during DG development, levels of expression of HOPX differ between regions within the ARK and correlate with that of SOX9.

Then, to test whether SOX9 is regulating *Hopx*, as suggested by our RNAseq data, we analyzed HOPX expression levels. We examined E13.5 and E18.5 embryos with different patterns of *Sox9* deletion, using *Sox1^Cre/+^* for deleting the whole ARK, *Nestin‐Cre* for the DNE only, and *Wnt3a^iresCre/+^* for the CH only and observed a reduction of HOPX expression matching *Sox9* deletion patterns. More precisely, at E13.5, HOPX expression in the CH is significantly reduced in both *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants compared to controls (Figure 3a,c). In *Sox1^Cre^* mutants, HOPX is also reduced in the DNE, to a similar extent to that observed in *Sox9^fl/fl^;Nestin‐Cre* embryos. In the latter, HOPX expression levels are also reduced in CH, but to a lesser extent than in *Sox1^Cre^* and *Wnt3a^iresCre^* mutants, suggesting regulatory interactions between SOX9 and HOPX in both domains. Reduction of HOPX expression levels in the CH of *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants is not associated with a reduced cell expansion in this region (Figure S3), suggesting a reduction of HOPX levels rather than a loss in HOPX+ cells. The correlation between reduction of HOPX expression upon loss of *Sox9* is further confirmed in both DNE and FE at E18.5 (Figure 3b,d). These results support our findings from the transcriptomic analysis of *Sox9*‐deleted developing ARK, because they show that HOPX is mostly expressed in the CH and dependent on SOX9. Furthermore, they reveal that HOPX expression, despite being lower than in the CH, is also relying on SOX9 in the DNE.

**FIGURE 3:**
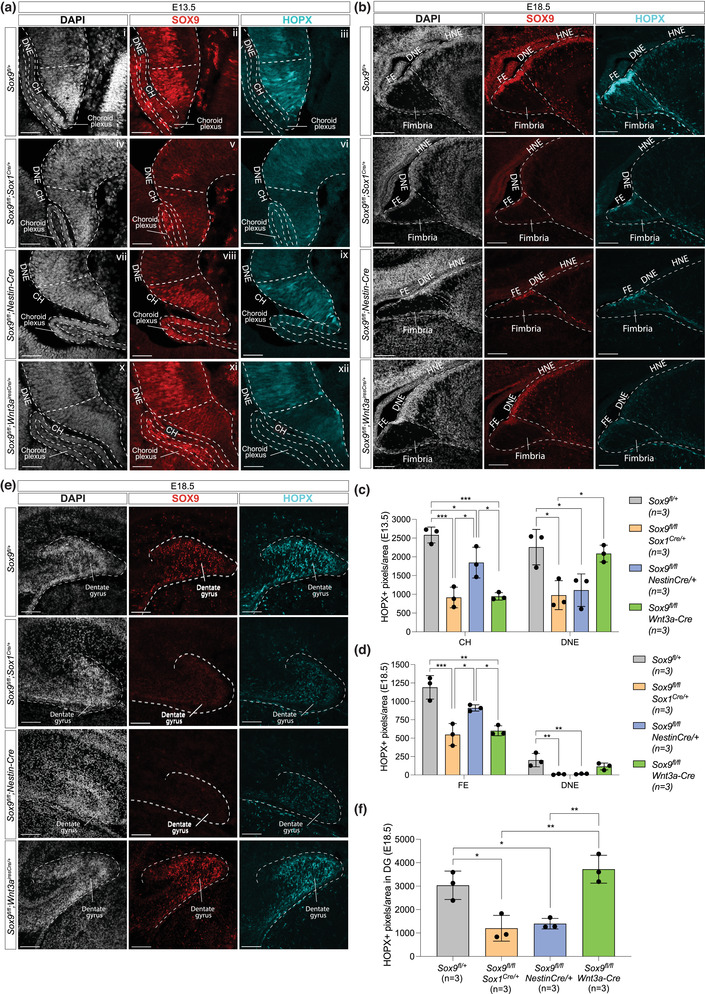
HOPX expression in the CH/FE, DNE, and forming DG is reduced upon *Sox9* deletion. (a–f) Double immunostaining for SOX9 and HOPX in developing ARK at E13.5 (a) and E18.5 (b) and in forming DG at E18.5 (e) from *Sox9^fl/fl^* control and *Sox9^fl/fl^;Sox1^Cre/+^*, *Sox9^fl/fl^;Nestin‐Cre*, and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutant embryos. HOPX expression in the CH at both ages (c, d) is significantly lower in *Sox9^fl/fl^;Sox1^Cre/+^* (E13.5: 915.80 ± 274.56, *p* = .0003; E18.5: 548.48 ± 149.24, *p* = .0007) and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants (E13.5: 945.58 ± 99.06, *p* = .0004; E18.5: 600.48 ± 67.94, *p* = .0012) compared to controls (E13.5: 2583.37 ± 211.50; E18.5: 1190.57 ± 159.62), while in *Sox9^fl/fl^;Nestin‐Cre* mutants it is significantly higher compared to the other two mutants (E13.5: 1847.17 ± 410.30, *p* = .0132 and .0157; E18.5: 910.29 ± 42.52, *p* = .0216 and .0461; one‐way ANOVA *p* = .0002 for E13.5 and *p* = .0005 for E18.5 analyses). Conversely, HOPX expression is significantly lower in the DNE of *Sox9^fl/fl^;Sox1^Cre/+^* (E13.5: 977.23 ± 387.22, *p* = .0163; E18.5: 8.74 ± 6.73, *p* = .0074) and *Sox9^fl/fl^;Nestin‐Cre* mutants (E13.5: 1110.21 ± 434.03, *p* = .0288; E18.5: 14.88 ± 4.71, *p* = .0089) compared to controls (E13.5: 2259.38 ± 472.21; E18.5: 202.35 ± 91.12), while unaffected in *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants (one‐way ANOVA *p* = .0072 for E13.5 and *p* = .0049 for E18.5 analyses). Both analyses suggest HOPX expression in the CH and DNE relies on SOX9. Similarly, HOPX expression in the forming DG at E18.5 (f) is significantly reduced in *Sox9^fl/fl^;Sox1^Cre/+^* (1202.02 ± 548.69, *p* = .0108) and *Sox9^fl/fl^;Nestin‐Cre* mutants (1398.58 ± 225.49, *p* = .02) compared to controls (3036.37 ± 606.83), while not affected in *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants (one‐way ANOVA *p* = .0008), suggesting HOPX expression in the forming DG relies on SOX9 expression in the DNE. A schematic representation of the ARK, FE, and DG analyzed in this figure are shown in Figure 2b,c. ARK, archicortex; DNE, dentate neuroepithelium; HNE, hippocampal neuroepithelium; CH, cortical hem; FE, fimbrial epithelium; DG, dentate gyrus. Scale bars represent 50 μm in (a) and 100 μm in (b) and (e).

Finally, HOPX is also expressed in the forming DG (Figure 2a [ix–xii]). We thus examined whether it similarly requires SOX9 in this domain. We found that HOPX expression in the forming DG at E18.5 is significantly reduced in *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* mutants (Figure 3e,f). This is not observed in *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants, in agreement with SOX9 being still present in the DG in these (Figure 3e [xi]). Furthermore, in both *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* mutants the proliferation rate of HOPX+ cells is significantly reduced in the E18.5 developing DG (Figure S4). Altogether, these results suggest that the continuous expression of HOPX in progenitor cells, from those in the DNE to DG, as well as their proliferation rate, relies on SOX9.

**FIGURE 4:**
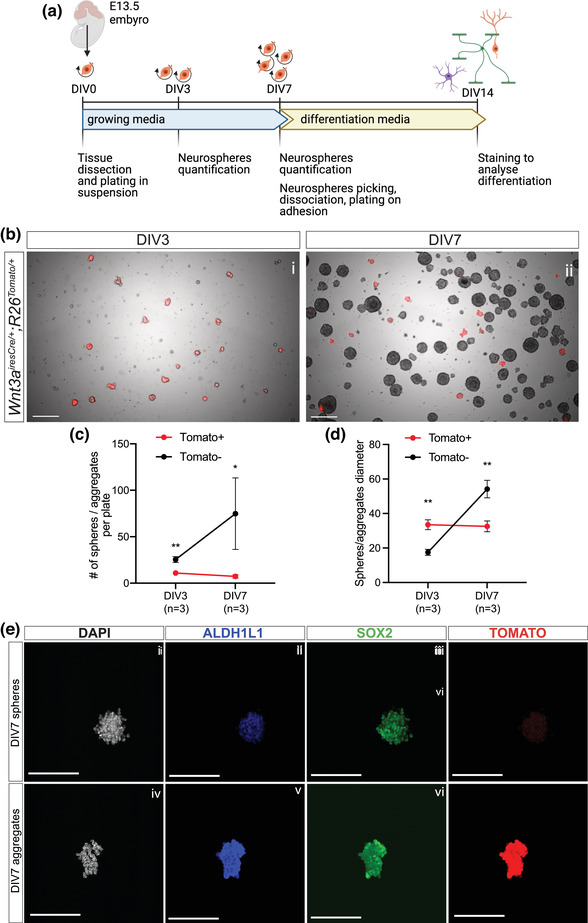
CH‐derived cells maintain their cell identity in vitro but do not have stem cell potential. (a) Schematic of neurospheres and differentiation assay from E13.5 *Wnt3a^iresCre/+;^R26^Tomato/+^* dissected embryonic ARK. (b–d) Representative pictures of neurospheres at DIV3 and DIV7 (c) and quantification of their number (d) and diameter (quantified in pixels; e) at both stages. The total number of Tomato– spheres is significantly higher both at DIV3 (25.47 ± 3.10, *t*‐test *p* = .0034) and increases significantly by DIV7 (74.82 ± 38.55, *t*‐test *p* = .0387), compared to Tomato+ aggregates, size of which remains the same over time (DIV3: 10.93 ± 2.61; DIV7: 7.27 ± 1.97). Conversely, at DIV3, Tomato+ aggregates are bigger (33.50 ± 2.89, *t*‐test *p* = .0012) than Tomato– spheres (17.50 ± 1.71), while at DIV7, the latter are significantly larger (54.17 ± 5.06, *t*‐test *p* = .0033) than Tomato+ aggregates (32.58 ± 3.14). (e) Immunostaining for ALDH1L1 and SOX2 on DIV7 Tomato– spheres and Tomato+ aggregates, showing DNE‐ and CH‐derived cells maintain their identity in vitro. CH, cortical hem; ARK, archicortex; DIV, days in vitro. Scale bars represent 200 μm in (b) and 100 μm in (e).

In conclusion, our data show that along the DNE/CH axis, HOPX expression both correlates with and relies on that of SOX9 in both domains. This suggests SOX9 is directly or indirectly regulating HOPX expression during ARK development, as shown previously in the developing spinal cord (Kang et al., 2012). Finally, we demonstrate that HOPX+ cells present in the forming DG at E18.5 do not originate from the CH and are thus likely of DNE origin. Instead in the CH/FE, co‐expression of GLAST and HOPX suggests these cells are differentiating toward a gliogenic lineage. However, because SOX9 is a general marker of embryonic NSCs (Scott et al., 2010) and HOPX is expressed in embryonic and adult DG NSCs (Berg et al., 2019; Li et al., 2015), co‐expression of both proteins at high levels in the CH/FE suggests this region could also be a source of adult DG NSCs. To investigate this possibility, we tested the embryonic CH stem cell potential in vitro.

### 3.3 iThe cortical hem maintains its cell fate potential in vitro

To test the stem cell potential of the CH, we performed an in vitro neurosphere and differentiation assay from embryonic ARK (Figure 4a). To distinguish CH‐ from DNE‐derived cells, we used dissociated ARK from E13.5 *Wnt3a^iresCre/+^;R26^Tomato/+^* embryos (as previously done for the RNAseq experiment; Figure 1a). Tissues were dissociated to single cells and cultured up to 7 days (Figure 4a). To monitor their proliferation capacity, which is indicative of stem cell potential, neurosphere numbers and size were quantified at 3 and 7 days (DIV; Figure 4b). While Tomato– neurospheres were readily obtained, Tomato+ cells seem to be only able to form uneven and mosaic aggregates in culture (Figure 4b). Furthermore, from DIV3 to DIV7, Tomato– DNE‐derived spheres grew in number and size, as expected, but Tomato+ CH‐derived aggregates did not expand and were similar to DIV3 (Figure 4c,d). Therefore, this assay shows CH‐derived cells do not have the potential to form neurospheres in vitro.

We then examined the identity of the Tomato+ cells in the aggregates and observed expression of the astrocyte progenitor marker ALDH1L1 (Figure 4e), which is normally expressed in CH from E13.5 (Caramello et al., 2021). This suggests that CH‐derived cells maintain their astrocytic fate in vitro. To further test whether CH‐ and DNE‐derived cells retain their differentiation potential in vitro, we manually sorted Tomato+ aggregates and Tomato– spheres and analyzed their fate in differentiating conditions (Figure 4a). In vivo, CH‐derived cells only give rise to CR cells and astrocytes of the glial scaffold, but not oligodendrocytes or granule neurons (Caramello et al., 2021; Gu et al., 2011; Liu et al., 2018). Conversely, DNE progenitors give rise to all cell types mentioned above except CR cells (Bielle et al., 2005). Upon in vitro differentiation, 42.46% ± 10.96% of cells were Tomato+ from aggregates, while almost no Tomato+ cells (0.07% ± 0.12%) were detected in differentiated Tomato– spheres (Figure 5), confirming that Tomato+ cells, predominantly CH derived, were enriched in aggregates (we cannot exclude a small contribution from DNE where Cre activity is observed at low levels; Figure 2d [iv]). Despite different starting origins, we did not observe any difference in the overall differentiation toward astrocytic (GFAP+), oligodendrocytic (PDGFRa+), or neuronal (PROX1+) fates when comparing sphere‐ and aggregate‐derived differentiated cells (Figure S5). Furthermore, Tomato+ cells from aggregates did not preferentially give rise to astrocytes (Figure S5) as they do in vivo. Conversely, Reelin+ cells differentiated exclusively from Tomato+ cells within Tomato– spheres (Figure 5b [v–viii]). This result was observed in two out of four samples analyzed, where some rare Tomato+ cells were present in Tomato– spheres (out of all DAPI+ cells identified, 0.32% and 0.46% were Tomato+ in these samples, respectively, compared to none in the other two; all these Tomato+ cells were Reelin+). These results suggest that the CR potential of CH‐derived cells can be maintained in vitro in presence of cues mimicking the in vivo situation, where they are surrounded by DNE‐derived cells. In conclusion, our results show that Tomato+ CH‐derived cells can retain some of their differentiation potential in specific conditions, but are unable to proliferate and form neurospheres in vitro, suggesting that at E13.5 the CH does not have NSC potential. We next examined whether such a potential may be acquired later by CH‐derived cells.

**FIGURE 5:**
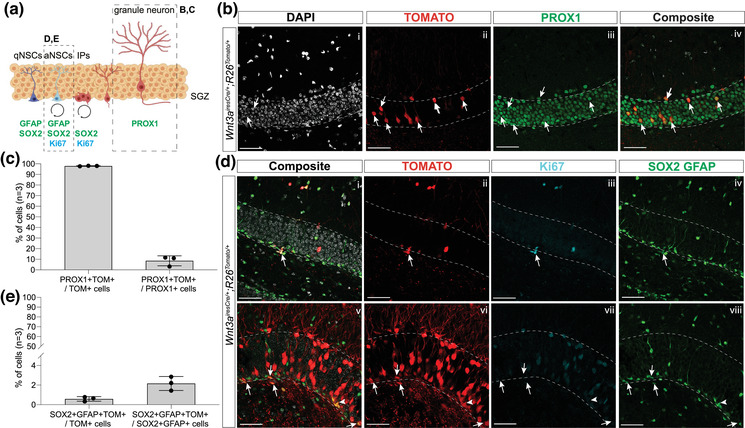
Few CH‐derived cells populate the adult DG. (a) Schematic of NSCs in the SGZ of the adult DG, with analyzed populations (GFAP+;SOX2+ NSCs and fully mature PROX1+ granule neurons) indicated by dashed squares. (b–e) Analysis of CH‐derived cells in adult DG in vivo with immunostaining for PROX1 (b) and Ki67, SOX2 and GFAP (d) together with endogenous Tomato to analyze CH‐derived cell fate toward NSCs and mature granule neurons, respectively, in the adult DG in 1‐month‐old *Wnt3a^iresCre/+;^R26^Tomato/+^* mice. (c, e) Quantification of percentage of Tomato+ NSCs and granule neurons on total Tomato+ cells shows the vast majority of Tomato+ cells in the adult DG are granule neurons. However, a small percentage of the total population of NSCs and granule neurons are Tomato+ (double positive cells are indicated by white arrows). CH, cortical hem; DG, dentate gyrus; SGZ, subgranular zone; NSCs, neural stem cells; qNSCs, quiescent NSCs; aNSCs, activated NSCs; Ips, intermediate progenitors. Scale bar represents 50 μm.

### 3.4 Adult DG NSCs do not originate from the embryonic CH

To test whether adult DG NSCs are generated at later stages of CH/fimbrial epithelium development, we performed a lineage tracing experiment on 1‐month‐old *Wnt3a^iresCre/+;^R26^Tomato/+^* mice. We found a few Tomato+ cells within the DG with a distribution skewed toward the junction of the two DG blades (Figure S6). We analyzed the fate of CH‐derived progenitors in the adult DG, staining for PROX1 for mature granule neurons and SOX2/GFAP for NSCs (Figure 5a). The vast majority of Tomato+ cells are PROX1+ granule neurons (98.23% ± 0.578%; Figure 5b,c), but these represent only a small proportion of granule neurons since only 8.62% ± 4.704% of PROX1+ cells are Tomato+ (Figure 5b,c). Although we cannot rule out the possibility that a few granule neurons might have been generated from CH‐derived cells, these results are most likely due to the ectopic activity of *Wnt3a^iresCre^* in the DNE during embryonic development, notably because we had previously found that a similar proportion of PROX1+ granule neurons (around 6.5%) are also recombined by *Wnt3a^iresCre^* in P2 pups (Caramello et al., 2021). Finally, the remaining 2.16% ± 0.708% of all Tomato+ cells in the adult DG are SOX2+;GFAP+ NSCs (Figure 5d,e), which represent a small fraction of the whole SOX2+;GFAP+ NSCs population (0.58% ± 0.228%; Figure 5d,e). Together, these data further suggest the CH is unlikely to be the source of adult DG NSCs.

**FIGURE 6:**
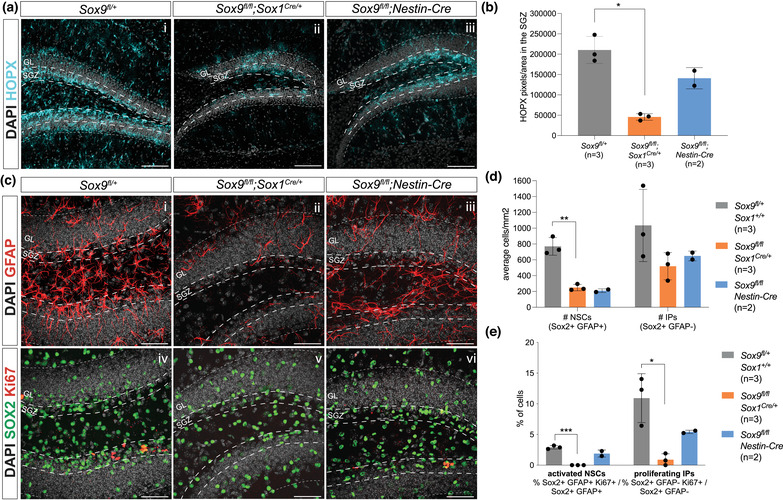
Pattern of embryonic *Sox9* deletion differentially affects NSCs in the adult DG. Immunostaining for HOPX in the adult DG of 2‐month‐old *Sox9^fl/fl^* control, *Sox9^fl/fl^;Sox1^Cre/+^*, and *Sox9^fl/fl^;Nestin‐Cre* mutant mice (a). HOPX expression levels in the SGZ (b, quantified as HOPX+ pixels/area, indicated by the long dashed line in panel a) were significantly lower in *Sox9^fl/fl^;Sox1^Cre/+^* mutants (45,710.73 ± 8082.16, *t*‐test *p* = .0011) compared to controls (210,408.44 ± 33,202.07). (c–e) Immunostaining for GFAP, SOX2, and Ki67 on 2‐month‐old *Sox9^fl/fl^* control, *Sox9^fl/fl^;Sox1^Cre/+^*, and *Sox9^fl/fl^;Nestin‐Cre* mutant mice DG to analyze total number and proliferation activity of NSCs and IPs in the SGZ (c; region quantified is indicated by the long dashed line). The total number of NSCs per square millimeter is significantly reduced in *Sox9^fl/fl^;Sox1^Cre/+^* mutants (249.31 ± 40.12, *t*‐test *p* = .0016) compared to controls (769.50 ± 111.02) (d). Proliferative activity of both NSCs and IPs is also significantly reduced in *Sox9^fl/fl^;Sox1^Cre/+^* mutants (NSCs: 0.00% ± 0.00%, *t*‐test *p* ≤ .0001; IPs: 0.89% ± 0.96%, *t*‐test *p* = .0102) compared to controls (NSCs: 2.91% ± 0.28%; IPs: 10.92% ± 3.99%) (e). Statistical analysis was not possible with *Sox9^fl/fl^;Nestin‐Cre* mutant, due to the limited number of samples available. SGZ, subgranular zone; GL, granular layer. Scale bars represent 100 μm in (a) and 50 μm in (c).

### 3.5 Embryonic *Sox9* deletion in the DNE affects HOPX expression and NSC formation in the adult DG

Finally, we tested whether embryonic deletion of *Sox9* was also affecting HOPX expression in the adult DG at 3 months of age. Both *Sox9^fl/fl^;Wnt3a^iresCre/+^* and *Sox9^fl/fl^;Nestin‐Cre* mutants usually die shortly after birth probably due to loss of *Sox9* in tissues outside the CNS; therefore, this analysis was restricted to *Sox9^fl/fl^;Sox1^Cre/+^* mutants and two surviving *Sox9^fl/fl^;Nestin‐Cre* animals. HOPX expression in the SGZ was significantly reduced in the DG of *Sox9^fl/fl^;Sox1^Cre/+^* mice compared to controls, while only partially reduced in *Sox9^fl/fl^;Nestin‐Cre* mice (Figure 6a,b). Because of the restricted number of samples, statistical analysis was not possible in this sample group. Nevertheless, these data clearly show HOPX expression in the adult DG does not recover upon embryonic *Sox9* deletion.

SOX9 is required for NSCs formation (Scott et al., 2010); therefore, we explored the effect of embryonic *Sox9* deletion on adult DG NSC number and proliferative activity (Figure 6c–e). The number of NSCs (identified as average of SGZ SOX2+;GFAP+ cells per image) in the adult DG is similarly reduced in both *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* mutants (Figure 6d). The number of IPs (identified as average SGZ SOX2+;GFAP– cells per image) also appears reduced; however, this was not statistically significant (Figure 6d). We then analyzed proliferation via co‐expression with Ki67. The proportion of active NSCs in *Sox9^fl/fl^;Sox1^Cre/+^* mutants was dramatically reduced compared to controls, indicating the few remaining adult DG NSCs are rarely dividing and mostly quiescent (Figure 6e), while in *Sox9^fl/fl^;Nestin‐Cre* mutants, this proportion was similar to that found in controls (Figure 6e). Similarly, IP proliferation in *Sox9^fl/fl^;Sox1^Cre/+^* mutants was significantly reduced, while only halved in *Sox9^fl/fl^;Nestin‐Cre* mutants compared to controls (Figure 6e). Together these results show the total number of NSCs and IPs are similarly reduced in both *Sox9* mutants, while the proliferation or proportion of active NSCs and IPs appears more affected in *Sox9^fl/fl^;Sox1^Cre/+^* compared to *Sox9^fl/fl^;Nestin‐Cre* mutants. Despite having only two adult *Sox9^fl/fl^;Nestin‐Cre* mutant samples (due to absence of *Sox9* in other tissues compromising perinatal survival), and the need to have more to draw solid conclusions, the tendency toward a reduced severity of the phenotype in these latter mutants compared to *Sox9^fl/fl^;Sox1^Cre/+^* could correlate with the slightly delayed *Sox9* deletion performed by *Nestin‐Cre* compared to *Sox1^Cre^* in the DNE. We speculate that early expression of SOX9 in this region is necessary and also sufficient (in this cellular context) to initiate some of the events underlying expansion of adult DG NSCs, also confirming the regional origin of these cells. However, further analyses are necessary to confirm this hypothesis. In conclusion, these analyses show that expression of HOPX and the formation and expansion of adult NSCs within the DG very likely depend on DNE‐specific expression of SOX9 during embryonic development.

## 4 DISCUSSION

SOX9 is a major factor in NSC formation (Scott et al., 2010) and it is crucial for proper DG development through induction of astrogenesis in the CH (Caramello et al., 2021; Kang et al., 2012). The embryonic origin and molecular mechanisms underlying adult DG NSC formation are still being investigated (Berg et al., 2019; Li et al., 2013; Nicola et al., 2015). To explore the role of SOX9 in this context and potentially clarify the origin of adult DG NSCs, we performed bulk transcriptomic analysis on a combination of complementary conditional deletions of *Sox9* in the developing ARK and identified *Hopx* as being significantly downregulated in the CH in absence of *Sox9*. We explored its expression in the developing ARK and observed distinct differences in levels between the DNE and the adjacent CH, which also correlate with SOX9 expression, suggesting HOPX is a direct or indirect downstream target of SOX9. Despite both factors being markers of adult DG NSCs and highly expressed in CH, we show by performing in vivo lineage tracing and in vitro neurosphere assays that the embryonic CH does not have stem cell potential and nor does it give rise to adult DG NSCs; it is most likely exclusively committed to astrocytic differentiation.

We identified *Hopx* as a gene regulated by SOX9 in the CH, by comparing the transcriptome of archicortices fully (*Sox9^fl/fl^;Sox1^Cre/+^*) and partially (*Sox9^fl/fl^;Nestin‐Cre*) deleted for *Sox9* (Figure 1b). This approach allowed us to overcome the downsides of bulk transcriptomic analysis where spatial information is lost, while keeping its advantages such as deeper sequencing, as seen with analysis of *Sox9* exons (Figure S1). 

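In *Sox9 fl/fl;Nestin‐Cre* mutants *Hopx* had 258 ± 17.4 normalized counts (SD, n = 4) against 319.1 ± 36.29 (SD, n = 4) in their controls, a log2 fold change of -0.30 (limma adjusted *p* = 0.769), and 3 of the 4 mutants lay below every control (exact permutation test, *p* = 0.0571). The change in *Sox9 fl/fl;Sox1 Cre/+* mutants minus this change was -0.30 (limma adjusted *p* = 0.782). Unadjusted, the limma *p* was 0.0483 for the change in *Sox9 fl/fl;Nestin‐Cre* mutants and 0.15 for the difference.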

Subsequent in vivo validation of HOPX expression proved the efficacy of our approach, but also showed that weak SOX9‐dependent expression of HOPX is present in the DNE, although at lower levels compared to CH/FE. In addition to *Hopx*, we identified other interesting pathways in which SOX9 might contribute during DG development (Figure 1d), such as regulation of neuronal versus astrocytic differentiation (Kang et al., 2012; Scott et al., 2010; Stolt et al., 2003) and induction of NSC potential via NOTCH and Wnt signaling (Leung et al., 2016; Liu et al., 2013). Of particular interest is the regulation by SOX9 of genes involved in cell adhesion and migration (*Limk2*, *Arhgap35*, *Fn1*, *Myh14*), which are usually correlated with EMT, notably during neural crest cells development (Leung et al., 2016; Lincoln et al., 2007; Liu et al., 2013). These might be similarly involved in neuronal progenitor migration, which we previously observed to be defective in the developing DG lacking *Sox9* (Caramello et al., 2021) and require further investigation.

Our data show a clear difference in expression levels of both SOX9 and HOPX between the DNE and the CH. This correlates with different cell fates: DNE will give rise to DG neurons and NSCs, while CH will form a glial scaffold (Barry et al., 2008; Caramello et al., 2021), as illustrated here by our in vivo and in vitro data. Both SOX9 and HOPX are required, in different contexts, for NSC formation (Berg et al., 2019; Scott et al., 2010) and gliogenesis (Kang et al., 2012; Mizrak et al., 2019; Morel et al., 2017; Zhong et al., 2020; Zweifel et al., 2018). We hypothesize that SOX9, acting upstream of HOPX, might regulate different cell fates in a dose‐dependent manner: at higher levels SOX9 and HOPX may promote astrocytic differentiation in the CH, while at lower levels they induce quiescent NSC commitment in the DNE (Berg et al., 2019). In agreement with this hypothesis, HOPX expression becomes higher in the fimbrial epithelium at later stages of embryonic development as astrocytic differentiation proceeds in this region. This is in line with previous observations of increasing levels of *Hopx* expression at the same time as other astrocytic differentiating genes, such as *Sox9*, *Nfia*, and *Nfib*, during spinal cord development (Kang et al., 2012; Sagner et al., 2021). The clear differences in HOPX and SOX9 expression levels observed between CH and DNE might be due to the CH‐specific morphogens WNT and BMP (Subramanian et al., 2009), which are known to regulate SOX9 expression (Liu et al., 2013), and have also been shown to induce HOPX in cardiac progenitors (Jain et al., 2015). Nevertheless, HOPX expression is dependent on SOX9 in both regions (Figure 3c,d) as previously observed in the developing spinal cord, where deletion of *Sox9* results in reduction in expression of *Hopx* (HOD‐1) (Kang et al., 2012). Whether this regulation is direct or indirect is still unknown and further investigation, such as ATAC‐Seq and/or ChIPseq analysis, or targeted mutation with CRISPR/CAS9 technology, is required to test the functionality of the SOX9 predicted TBSs we identified.

We also show here that *Hopx* expression and expansion of HOPX+ cells rely on DNE‐specific SOX9 expression, both in the developing and adult DG. This correlates with lower numbers and proliferation rates of NCSs and IPs in the adult DG of both types of *Sox9* mutant mice analyzed here, in agreement with HOPX being required for NSC formation (Berg et al., 2019; Li et al., 2015). However, HOPX expression and NSC and IP proliferation are less affected in the adult DG of *Sox9^fl/fl^;Nestin‐Cre* compared to *Sox9^fl/fl^;Sox1^Cre/+^* mutants. This may be because SOX9 is transiently expressed in the early DNE of *Nestin‐Cre* mutants, which may be sufficient to initialize molecular programs to specify NSC fate or regulate their expansion early postnatally (Nicola et al., 2015). This analysis is based on the only two viable adult *Sox9^fl/fl^;Sox1^Cre/+^* mice; therefore, more samples are needed to confirm these data. Nevertheless, this possibility is also reflected by the fact that reduction of *Notch1* expression, known to regulate NSC quiescence (Urbán et al., 2019), in E13.5 *Sox9^fl/fl^;Nestin‐Cre* ARK is less severe compared to *Sox9^fl/fl^;Sox1^Cre/+^*. This all suggests a dose‐dependent role for SOX9 and HOPX in NSC fate commitment or proliferation in this context too.

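*Notch1* had 5127 ± 542.4 normalized counts (SD, n = 4) in *Sox9 fl/fl;Nestin‐Cre* mutants and 6979 ± 1144 (SD, n = 4) in their controls, a log2 fold change of -0.44 (limma adjusted *p* = 0.252). With DESeq2 on the recovered reads the adjusted *p* was 0.0264, against 0.0264 to 0.508 over its alternatives, and in limma it was 0.0493 without A23. The difference of the change in *Sox9 fl/fl;Sox1 Cre/+* mutants from it was -0.39 on the log2 scale (standard error 0.147). Its unadjusted limma *p* was 0.0157, and its limma *p* adjusted over all genes tested was 0.4. The adjusted *p* passed the threshold in none of 13 alternatives (0.0949 to 0.661) or 16 fits without 1 library (0.205 to 0.661).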

In conclusion, we report here the identification of *Hopx* as a potential new downstream target of SOX9 during DG development, with which it might cooperate toward both astrocytic and NSCs commitment, potentially in a dosage‐dependent manner. Moreover, we show that high expression of SOX9 and HOPX in the CH does not lead to formation of DG NSCs, despite both being markers of NSCs. The specific pathways or molecular mechanisms preventing the CH from generating NSCs are unknown, but they are likely to be intrinsic to the cells given their lack of NSC potential in vitro and in vivo. Finally, because CH is the first region in the developing brain to give rise to neurons, the CR cells (Gu et al., 2011), it may also represent the first region to undergo the gliogenic switch. This may explain the upregulation of astrocytic differentiation inducing factors in this domain, at this particular stage. Presumably, given the importance of CR cells for patterning subsequent cortical development (Meyer et al., 2019), it is critical to prevent their continued generation and for their precursors to lose stem cell potential earlier and independently of the remaining neuroepithelium. This further suggests a cell intrinsic mechanism, such as number of cell divisions, built into the process of switching (Gao et al., 2014). The DNE/CH may thus represent an interesting paradigm to investigate the temporal regulation of the gliogenic switch.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## Supporting information

Figure S.1 **Bulk RNAseq validation analyses**. **(A, B)** PCA plots of *Sox9^fl/fl^;Sox1^Cre/+^* and *Sox9^fl/fl^;Nestin‐Cre* samples compared to their controls. We observe a greater variance in the transcriptome of *Sox9^fl/fl^;Sox1^Cre/+^* samples compared to their controls related to their genotype (**A**), in contrast with *Sox9^fl/fl^;Nestin‐Cre* samples (**B**). **(C)** Validation of RNAseq quality was also assessed by analysis of *Sox9* exons expression in mutants versus control embryos. In *Sox9* conditional allele, only *Exon2* and *Exon3* (orange boxes) are lost upon Cre recombination, while *Exon1* (yellow box) is still present (blue triangles indicate loxP sites). In our RNAseq, normalized counts of *Sox9* exon reads show *Exon1* is expressed in both controls and *Sox9* mutants, while *Exon2* and *Exon3* are reduced in *Sox9* mutants compared to controls, confirming samples genotype and sequencing quality. 

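The annotated transcript Sox9-201 has 3 exons on chromosome 11 of GRCm38. Exon 1 (112782224 to 112783015) is 792 bases long, exon 2 (112783809 to 112784062) 254 bases and exon 3 (112784672 to 112787760) 3089 bases, which make 19.2%, 6.14% and 74.7% of the transcript. By annotated length, exon 3 is therefore most of the sequence that a count over the whole gene covers. Counts per exon were not analysed here.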

PCA: principal component analysis. Click here for additional data file.

Figure S.2 **Analysis on UCSC website of SOX9 transcription binding sites within *Hopx* promoter region. (A)** Schematic of *Hopx* transcripts showing the 4 coding exons and direction of transription. We focused the analysis shown in (**B**) exclusively in the region here highlighted in pink. **(B)** Four predicted SOX9 transcription binding sites (TBSs), both from JASPAR downloaded matrices (under “Supplied User Track”) and JASPAR CORE 2022 database, are found in the regulatory region of *Hopx*, 5 kb upstream transcription starting site. Three of these (yellow highlight) are found in the *Hopx*‐specific enhancer e27364, and one (light blue highlight) in a region permissive to transcription from E15.5 in mouse (Gorkin et al., 2020). **(C)** Colour legend of chromatin state. Click here for additional data file.

Figure S.3 **Proliferation in the LEF1‐ CH is not affected in absence of *Sox9* at E13.5. (A,B)** Double immunostaining for Ki67 and LEF1 (**A**) performed on E13.5 *Sox9^fl/fl^* control and *Sox9^fl/fl^;Sox1^Cre/+^*, *Sox9^fl/fl^;Nestin‐Cre* and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutant embryos. (**B**) No statistically significant difference in number of Ki67+ cells (normalised for CH pixel area) was found in the CH (LEF1‐ area) of all *Sox9* mutants compared to controls. A schematic representation of the ARK analysed in this figure is shown in Fig. 2.B. DNE: dentate neuroepithelium; CH: cortical hem. Scale bars represent 50 μm. Click here for additional data file.

Figure S.4 **Proliferation of HOPX+ cells in the E18.5 forming DG is specifically affected when *Sox9* is deleted in the DNE. (A,B)** Double immunostaining of Ki67 and HOPX in the forming DG of E18.5 *Sox9^fl/fl^* control and *Sox9^fl/fl^;Sox1^Cre/+^*, *Sox9^fl/fl^;Nestin‐Cre* and *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutant embryos (**A**). Proliferation of HOPX+ cells (**B**) is significantly reduced in *Sox9^fl/fl^;Sox1^Cre/+^* (45.60 ± 3.08%, P = 0.003) and *Sox9^fl/fl^;Nestin‐Cre* mutants (46.83% ± 2.59%, P = 0.0065) compared to controls (56.03% ± 2.16%), while is not affected in *Sox9^fl/fl^;Wnt3a^iresCre/+^* mutants (One‐way ANOVA P = 0.0008), suggesting HOPX+ cell proliferation in the forming DG relies on SOX9 expression in the DNE. A schematic representation of the deveoplin DG analysed in this figure is shown in Fig. 2.C (right). DG: dentate gyrus; DNE: dentate neuroepithelium. Scale bars represent 100 μm. Click here for additional data file.

Figure S.5 **Analysis of differentiated neurospheres from E13.5 dissected archicortices**. Immunostaining of differentiated DIV14 Tomato‐ spheres and Tomato+ aggregates for PDGFRa with GFAP (**A**) and PROX1 with REELIN (**B**) together with endogenous Tomato to analyse cell differentiation towards glial and neuronal fates. Double positive cells are indicated with the yellow arrowhead. Differentiation was quantified as total expression of each indicated marker (**C**) and proportion of each cell type originating from Tomato+ cells (**D**). DIV: days in vitro. Scale bar represent 100 μm in (A) and (B). Click here for additional data file.

Figure S.6 **Lineage tracing of *Wnt3a^iresCre^* in the adult DG**. Representative image of endogenous expression of Tomato in the hippocampus of 1 month old *Wnt3a^iresCre/+;^R26^Tomato/+^* mice. DG: dentate gyrus; CA1,2,3: *Cornus Ammonis* 1,2,3; GCL: granule cell layer. Scale bar represent 100 μm. Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

## Data Availability

The RNA dataset that supports the findings of this study is openly available in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE196386 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196386.

# Supplementary material for: The cortical hem lacks stem cell potential despite expressing SOX9 and HOPX
**Source:** Dev Neurobiol. 2022 Sep 20;82(7-8):565–80. doi: 10.1002/dneu.22899
**Supplement:** Supplementary file 2 — Figure S.2 Analysis on UCSC website of SOX9 transcription binding sites within Hopx promoter region. (A) Schematic of Hopx transcripts showing the 4 coding exons and direction of transription. We focused the analysis shown in (B) exclusively in the region here highlighted in pink. (B) Four predicted SOX9 transcription binding sites (TBSs), both from JASPAR downloaded matrices (under “Supplied User Track”) and JASPAR CORE 2022 database, are found in the regulatory region of Hopx, 5 kb upstream transcription starting site. Three of these (yellow highlight) are found in the Hopx‐specific enhancer e27364, and one (light blue highlight) in a region permissive to transcription from E15.5 in mouse (Gorkin et al., 2020). (C) Colour legend of chromatin state.

**A**

**B**

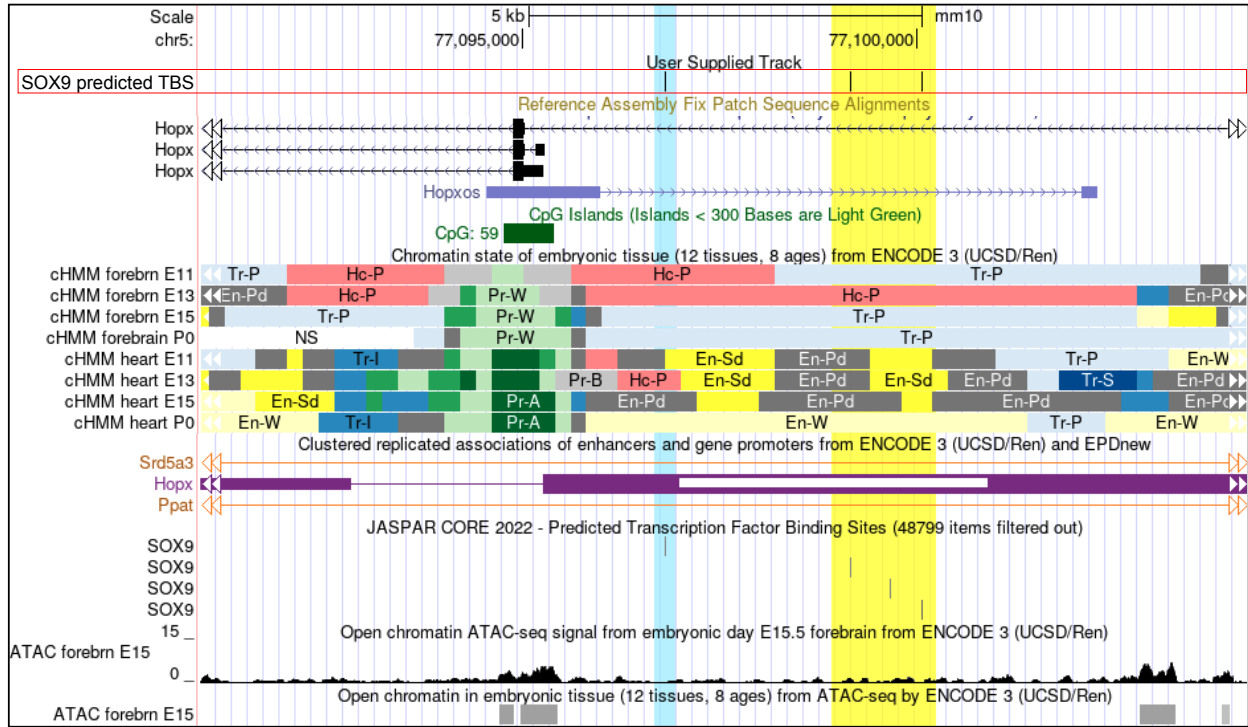

**C**

- State 1 - Dark Green - Promoter, Active (Pr-A)
- State 2 - Light Green - Promoter, Weak (Pr-W)
- State 3 - Light Grey - Promoter, Bivalent (Pr-B)
- State 4 - Green - Promoter, Flanking Region (Pr-F)
- State 5 - Bright Yellow - Enhancer, Strong TSS-distal (En-Sd)
- State 6 - Bright Yellow - Enhancer, Strong TSS-proximal (En-Sp)
- State 7 - Light Yellow - Enhancer, Weak (En-W)
- State 8 - Dark Grey - Enhancer, Poised TSS-distal (En-Pd)
- State 9 - Dark Grey - Enhancer, Poised TSS-proximal (En-Pp)
- State 10 - Dark Blue - Transcription, Strong (Tr-S)
- State 11 - Royal Blue - Transcription, Permissive (Tr-P)
- State 12 - Light Blue - Transcription, Initiation (Tr-I)
- State 13 - Salmon - Heterochromatin, Polycomb-associated (Hc-P)
- State 14 - Pink - Heterochromatin, H3K9me3-associated (Hc-H)
- State 15 - White - No significant signal (Ns)

How the deposited data were processed for this re-analysis (not part of the article)

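RNA from dissected E13.5 archicortex (ARK) was sequenced by the authors in 16 libraries, 4 for each of *Sox9 fl/fl;Sox1 Cre/+* mutants (A1 to A4), their controls (A5 to A8), *Sox9 fl/fl;Nestin‐Cre* mutants (A17 to A20) and their controls (A21 to A24). The same table holds 8 libraries from E12.5, 4 *Sox9 fl/fl;Sox1 Cre/+* mutants (A9 to A12) and 4 *Sox9+/+;Sox1 Cre/+* controls (A13 to A16), on which the paper does not report. The authors removed adaptors with Trimmomatic, aligned reads to GRCm38 with STAR, estimated gene counts with RSEM and normalized them with DESeq2. The deposited signal per gene is the RSEM count, rounded to whole reads and divided by 1 size factor per library, without a log transformation and without pooling of replicates. Each library's values were checked to be whole multiples of its smallest step; 100% were in every library, so the whole reads were recovered for the count models and for the depths. In library A3 a read is worth close to 1 unit, which leaves less room to check this step than in the other libraries. The paper's text does not name the strand setting of the counting.

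Reads on genes ranged from 16163560 to 49445219 per library, with a median of 23016925. At E12.5 they ranged from 18413440 to 37336148 (median 27811999) in mutants and from 16163560 to 23583408 (median 18540568) in controls. A gene with no read in a library was given the limit of 3 reads for lower bounds on a fold. Reads without molecular identifiers are not independent molecules, so such limits cover counting error only. Replicates differed by more than counting error, so all tests used the spread between libraries.

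Gene names and positions came from the GENCODE M21 annotation of GRCm38, which named 51719 of 51912 gene identifiers. Genes with a value of at least 10 in at least 4 of the 24 libraries were kept, which left 16454. limma 3.58.1 in R 4.3.3 was fitted to log2(value + 1) with 1 mean for each of the 6 groups and no covariates (lmFit, then eBayes with a trend), on all 24 libraries together, since the means in the paper's tables were taken over 24 libraries. It has 18 residual degrees of freedom. Each mutant group was compared with its own controls, and the difference between 2 such changes was tested as a contrast of the same model, between the Cre lines and between E12.5 and E13.5. All tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. List A is used for the genes that passed in *Sox9 fl/fl;Sox1 Cre/+* mutants at E13.5 and List B for those in *Sox9 fl/fl;Nestin‐Cre* mutants. Genes shared between lists were tested with Fisher's exact test over the genes tested. Single genes were also compared with an exact permutation test over the 35 splits of 8 libraries, whose smallest two-sided p is 0.0286. The share of variance between genotypes was computed over the 500 most variable genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for reading, summaries and plots.

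The genes named are those the paper names from its RNAseq, the genes of Figure 1d and Table S4, *Xist*, and for each comparison up to 5 rises and 5 falls, the largest among genes past the threshold with a mean of at least 100 whose 4 mutants all lay outside the range of the 4 controls. The result for 1 of these genes is not reported here. 13 gene lists were tested with limma's fry in 3 comparisons, 39 tests in all: sex chromosome, neurogenesis, cortical hem, Cajal-Retzius cells, ventral telencephalon, meninges, erythroid, choroid plexus, SoxB and SoxE, proliferation, endothelium and pericytes, Notch targets and astrocytic progenitors. A list's score in a library is the mean of log2(value + 1) over its genes. The main tests, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where a test is said to have been chosen later.

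The alternatives were pseudocounts of 0.5 and 5, no filter beyond a value above 0, a mean of at least 100, the 16 E13.5 libraries alone, the libraries of 1 comparison alone, quantile normalization, a robust eBayes step, array weights, log2 *Xist* as a covariate, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, leaving out genes on X and Y or within 10 Mb of *Sox9*, and leaving out each library in turn. For the share of variance they were 2000 genes and all genes, and for the gene lists camera with an inter-gene correlation of 0.01. DESeq2 on every gene with a read was added after seeing the data. The tests were run on simulated data first, with 199 changed genes among 16282 tested. limma recovered 82.4% of the changed genes with 4.65% false calls, edgeR 81.9% with 3.55% and DESeq2 83.4% with 13.1%. The smallest simulated change was 1 on the log2 scale, above the median size of the List A changes, 0.679. Genes were drawn independently, so variation between libraries that many genes share was not simulated. These rates therefore do not carry over to smaller changes or to such variation. The fry test found the list of raised genes, and 7% of 100 unchanged lists fell under the threshold.

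The copy of Table S1 that was read holds 356 genes and that of Table S3 holds 338, where the paper counts 357 and 339, so no overlap or enrichment with these tables was computed and they were used for the values of single genes. Counts per *Sox9* exon, the search for SOX9 binding sites and all immunostaining and culture experiments were not analysed here.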

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

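The tests of reads thinned to equal depth, of the choroid plexus score as a covariate and of the drawn splits for differences between lines and between ages were chosen only after the result was seen. Values that stood apart were sought in 180 groups of 4 libraries, over reads, named genes and list scores, with Dixon's test. It singled out 1 library in 11 groups, where chance alone gives about 9, so the number of such groups is close to chance and single ones carry little weight.

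*Sox1 Cre* control library A6 had 49445219 reads on genes, against 18358691 to 21708294 in the other 3 controls. It also had the lowest cortical hem score of its group, 9.97 (the others 10.58 to 10.65), and the highest score of the SoxB and SoxE list, 10.27 (the others 9.75 to 9.80). A difference in depth is argued against as the cause of the List A genes: with all libraries thinned to 16163560 reads, 148 genes passed, 130 of them among the 152. List B fell from 11 to 4 genes in the same fit. Without A6 the List A genes numbered 95, of which 87 were among the 152. What sets its 2 list scores apart was not tested, and a difference in the dissected part of the ARK, or between embryos, stays open.

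*Sox1 Cre* mutant library A1 had a choroid plexus score of 8.33, against 10.93 to 11.21 in the other 3 mutants. *Ttr*, the most abundant gene of that list, had 5266 normalized counts in A1 and 52673 to 70416 in the other 3 mutants, and 21914 to 50780 in the controls. The candidate explanation is less choroid plexus in the tissue of A1. With the choroid plexus score as a covariate, List A rose from 152 to 305 genes, which include all 152, and without A1 it was 514, so that this explanation may account for part of the effect of A1. The difference of A1 is not limited to choroid plexus: its scores for cortical hem (9.50, the others 10.22 to 10.82), endothelium and pericytes (9.04) and meninges (10.61) were also the lowest of its group, and that for neurogenesis (11.25) the highest. A difference in the dissected part of the ARK, or in the stage of the embryo, stays open.

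The sex chromosome score of *Nestin‐Cre* control library A23 was 2.55, against 7.62 to 8.05 in the other 3 controls, and its *Xist* value was 3526, against at most 3.2. This is the pattern of a female embryo among male controls. In the *Sox9 fl/fl;Nestin‐Cre* mutants, *Xist* was 4046 in A18 and 3827 in A20, and at most 6.41 in A17 and A19. In the *Sox1 Cre* libraries at E13.5, *Xist* was 4616 and 5934 in mutants A2 and A3 and at most 2.74 in the other 6. A sex imbalance is argued against as the cause of the List A count, since 102 genes passed with log2 *Xist* as a covariate, 83 of them among the 152; in List B 2 genes passed with it.

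Among named genes, *Hopx* in *Nestin‐Cre* control library A21 had 265.2 normalized counts (the others 331.2 to 344.1). Without A21 the change of Hopx in *Sox9 fl/fl;Nestin‐Cre* mutants was -0.39, the largest of the 8 fits without 1 library, and it did not pass the threshold in any of them (limma adjusted p from 0.718 to 1). *Arhgap35* had 10720 in *Nestin‐Cre* mutant library A17 (the others 11373 to 11464). *Limk2* had 779.2 in E12.5 mutant library A11 (the others 806.8 to 808.9). E12.5 mutant library A12 had a cortical hem score of 11.63 (the others 11.22 to 11.28) and a SoxB and SoxE score of 8.95 (the others 9.24 to 9.29). No explanation was tested for these 5 values, technical or biological, beyond the number that chance gives.

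The change differed between *Sox9 fl/fl;Sox1 Cre/+* and *Sox9 fl/fl;Nestin‐Cre* mutants for 7 genes by the test of the difference itself, and for 1360 at an unadjusted p under 0.05. Of 100 drawn splits of the libraries of both lines, 8 gave as many genes, the genotypes included, and the highest other count was 107, so the number is not beyond what other groupings give. The genes, chosen for naming after their values were seen, are *Nit1* (difference 0.52 on the log2 scale), *Agrn* (-0.51), *Prr36* (-0.44), *Gm10524* (5.00), *Gm44429* (7.45), *Gm45456* (-5.39) and *Gm7868* (5.51). The last 3 are processed pseudogenes, whose reads the counting could have split with their parent genes. The limma adjusted p of the 7 lay between 0.000159 and 0.0431. No biological explanation was tested on these genes.

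The E12.5 libraries, on which the paper does not report, gave 119 genes between *Sox9 fl/fl;Sox1 Cre/+* mutants and controls, 30 higher and 89 lower, and 2217 at an unadjusted p under 0.05. Among the 35 splits of these 8 libraries only that by genotype, 1 of 35, gave as many, and the next gave 4. Without A13 there were 50 genes. *Sox9* fell by 1.02 on the log2 scale (limma adjusted p = 6.28e-05). With List A, 41 genes were shared, all in the same direction, where 1.1 would be shared by chance (one-sided Fisher's exact test, p = 9.31e-55). *Sox9* is among them, and both lists came from the same joint fit, so they are not independent, as that test assumes. The change differed between E12.5 and E13.5 for 0 genes (1217 at an unadjusted p under 0.05). Any split reaches a count of 0, so that the drawn splits, 100 of 100, decide nothing here. A strain difference linked to the genotype stays open for part of the 119: 16 lie on chromosome 12 (4.25 by chance, one-sided Fisher's exact test, p = 4.78e-06), and such a difference could recur in embryos of both ages. Loss of *Sox9* before E13.5 stays open as the biological explanation for the others.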

How the results depend on the processing

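The direction of the *Sox9* and *Hopx* changes in both lines, and of the *Notch1* difference between the lines, was the same under all alternatives run and with each library left out in turn. No paired analysis was possible because the libraries carry no shared replicate numbers. DESeq2 on every gene with a read was chosen after seeing the data; the other alternatives were set before. For the counts of genes that moved by more than 1.5 times, the cause was not tested, except that a fit of fewer libraries has fewer degrees of freedom.

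List A, with 152 genes, gave 99 (34 higher, 65 lower) with the 16 E13.5 libraries, 43 with the 8 libraries of the comparison, 962 (435 higher, 527 lower) with array weights, 358 (160 higher, 198 lower) with DESeq2 and 352 with DESeq2 on every gene with a read. Under the other 10 alternatives it stayed between 102 and 150. Without 1 library it was 90 (without A3) to 514 (without A1). List B, with 11 genes, gave 5 without a filter, 5 with a mean of at least 100, 4 with the 16 libraries, 17 with array weights, 2 with the *Xist* covariate, 5 with edgeR, 37 with DESeq2, 35 with DESeq2 on every gene and 0 without genes within 10 Mb of *Sox9* (1032 at an unadjusted p under 0.05). With its 8 libraries alone it gave 10, of which 60% were higher against 18.2%. Without 1 library it was 2 (without A18, A20, A21 or A22) to 7 (without A23). The 7 shared genes became 3 without a filter, 4 with a mean of at least 100, 4 with the 16 libraries, 2 with the *Xist* covariate, 19 with DESeq2, 17 with DESeq2 on every gene and 0 without genes within 10 Mb of *Sox9* (178 at an unadjusted p under 0.05 in both comparisons over all genes tested), and 2 (without any 1 of A17 to A22 or A24) to 8 (without A1 or A6) without 1 library.

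The E12.5 count of 119 became 577 with array weights, 298 with DESeq2 and 297 with DESeq2 on every gene, and 50 (without A13) to 136 (without A11) without 1 library. The 7 genes that differed between the lines became 13 with the 16 E13.5 libraries in both such fits, 369 with array weights, 93 with DESeq2 and 92 with DESeq2 on every gene, and 5 (without A3) to 144 (without A1) without 1 library. The 0 genes that differed between the ages (1217 at an unadjusted p under 0.05) became 28 with DESeq2 and 19 with DESeq2 on every gene, and 0 to 1 (without A10 or A12) without 1 library.

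The *Hopx* change in *Sox9 fl/fl;Sox1 Cre/+* mutants, -0.60 (limma adjusted p = 0.0451), no longer passed the threshold without a filter (-0.60, 0.0653), with its 8 libraries alone (-0.60, 0.24), after quantile normalization (-0.63, 0.0512) and with the *Xist* covariate (-0.56, 0.115), and was -0.72 to -0.55 without 1 library, past the threshold in 2 of 8 fits. The *Sox9* change in *Sox9 fl/fl;Nestin‐Cre* mutants did not pass with the *Xist* covariate (-0.68, limma adjusted p = 0.0617), and was -0.77 to -0.67 without 1 library, past the threshold in 1 of 8 fits. The share of variance between genotypes in the *Sox1 Cre* libraries, 26.5%, was 20.9% over all genes (exact permutation test, p = 0.143) and 22.4% over 2000 genes (p = 0.0571, same exact test), and 22.2% to 30.8% without 1 library, with the exact p at 0.0286 in 2 of 8 fits and up to 0.0857 in the others. Of 39 gene list tests, Notch targets at E12.5 passed with fry (adjusted p = 0.00745) and not with camera (0.0934), and 38 stayed on their side of the threshold. *Rab43* in *Sox9 fl/fl;Sox1 Cre/+* mutants at E13.5 reversed from -0.10 to 0.18 with array weights, 0.15 without A1 and 0.06 without A6, in a range from -0.23 (without A2) to 0.15 without 1 library. Over 77 changes of named genes, 1597 values were computed: 1299 kept direction and side of the threshold, 242 no longer passed, 53 newly passed and 3 reversed.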

Differences from the paper's values

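The counts of DEGs differ from the paper's. In *Sox9 fl/fl;Sox1 Cre/+* mutants 152 genes passed against the paper's 357, of which 60 were higher against the paper's 157 and 92 lower against the paper's 200. In *Sox9 fl/fl;Nestin‐Cre* mutants 11 passed against the paper's 36, with 2 higher against the paper's 11 and 9 lower against the paper's 25. Both lists shared 7 genes against the paper's 17, and 145 genes were in List A and not in List B against the paper's 339. With DESeq2 on the recovered reads, an alternative set before the data were examined and the tool that the paper's methods name, the counts were 358 (160 higher, 198 lower), 37 (11 higher, 26 lower), 19 shared and 339 in List A only, each within 1.5 times the paper's. Without A1, the counts in *Sox9 fl/fl;Sox1 Cre/+* mutants were 514 (221 higher, 293 lower), with 506 in List A only, also within 1.5 times the paper's for these 4 counts. None of the other alternatives set before the data were examined brought any of these counts within 1.5 times the paper's. DESeq2 on every gene with a read, chosen after seeing the values, gave 352, 35 and 17 shared genes.

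The highest library had 49.4 M reads on genes against the upper end of 30 M that the paper states; this value has no alternative. For *Xist* in *Sox9 fl/fl;Sox1 Cre/+* mutants the log2 fold change was 5.68 against the paper's 10.66, and with array weights it was 9.51, with edgeR 10.5 and with DESeq2 10.66, where the difference was smaller than the standard error of the fit here; under the other alternatives set before the data were examined it was not. For *4933434M16Rik* in *Sox9 fl/fl;Nestin‐Cre* mutants it was 3.30 against the paper's 3.873, and with a pseudocount of 0.5 it was 4.03, with edgeR 3.71 and with DESeq2 3.87, each within the standard error of the fit here from the paper's, which was not so with the other settings set before the data were examined. Of its 4 controls only A23 had reads of this gene, so that the limma values depend on the pseudocount, and that without A23, 3.85, is set by it and is not compared. That gene's 4 *Sox1 Cre* controls are listed at 0, so that 4.01 against the paper's 6.486 depends on the pseudocount and is not compared.

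The paper lists *Limk2* among the genes reduced in *Sox9 fl/fl;Sox1 Cre/+* mutants. Here it was higher in these mutants, with a log2 fold change of 0.27, and the paper's Table S1 also gives a rise, of 0.2663. *Neurod4*, *Fzd1*, *Arhgap35*, *Fn1* and *Myh14*, which the paper counts as DEGs, did not pass the threshold here and passed with DESeq2 on the recovered reads. *Fzd1* also passed with a mean of at least 100, and *Fzd1*, *Arhgap35*, *Fn1* and *Myh14* with array weights. Leaving out 1 library also made them pass: A8 for *Neurod4*, *Fzd1* and *Fn1*, A1 for *Fzd1* and *Arhgap35*, and A5 for *Myh14*. Of the 17 genes that the paper's Table S4 lists for both lines, 1 in *Sox9 fl/fl;Sox1 Cre/+* and 9 in *Sox9 fl/fl;Nestin‐Cre* mutants did not pass here, and with DESeq2 all 17 passed in each. *Notch1* is less reduced in *Sox9 fl/fl;Nestin‐Cre* mutants according to the paper. The direction of the difference was the same here, -0.39, but it did not pass the threshold (limma adjusted p = 0.4, unadjusted p = 0.0157).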

Other observations

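The tests of List A genes near *Sox9*, of other chromosomes, of pseudogenes and the *Rps3a* genes, of tissue scores as covariates, of direction at E12.5, of *Dlx2*, and the comparison of splits with list scores were chosen only after the result was seen.

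Other groupings of the libraries gave many genes as well. Of the 35 splits of the 8 *Sox1 Cre* E13.5 libraries into 4 and 4, 5 gave at least 152 genes, that by genotype included. A2, A3, A4 and A7 against the rest gave 1461 genes, and these are the 4 libraries with the highest choroid plexus and the lowest sex chromosome scores. The sex chromosome match is by rank only: A2 and A3 scored 2.98 and 2.71, but A4 (7.50) and A7 (7.85) lay near A5 (7.86). That split is therefore not one by sex. A1, A4, A5 and A6 gave 816 and have the 4 lowest cortical hem scores, A1, A4, A6 and A8 gave 675 and have the 4 highest neurogenesis and the 4 lowest erythroid scores, and A2, A3, A4 and A8 gave 454 and have the 4 lowest proliferation scores. Over these 4 splits and the 13 lists there were 6 such matches, that of the sex chromosome list included. By chance 1.49 would be found if the lists were independent of each other, and the split by genotype had 0. A variation between libraries that is not genotype, of which the tissue dissected or the stage of the embryo is a candidate source, may therefore lie behind a part of the variance. The size of List A is not beyond what other splits of these libraries give. For List B, by contrast, 1 of 35 splits gave as many genes (the highest other 2), and for the genes shared by both lists 1 of 100 drawn splits gave as many (the highest other 0), the genotypes themselves in both.

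A sex imbalance is argued against as the whole cause of List A and of the *Hopx* change, and a part in the *Hopx* change stays open. *Xist* was high in 2 of 4 *Sox1 Cre* mutants and 0 of 4 controls at E13.5, and in 2 of 4 mutants and 4 of 4 controls at E12.5, so the imbalance runs the other way at E12.5. With log2 *Xist* as a covariate 102 genes passed, and *Hopx* at E13.5 no longer did (-0.56, limma adjusted p = 0.115, against 0.00341 to 0.24 over all alternatives). Of 146 List A genes off X and Y, 137 (93.8%) had the same direction at E12.5, against 57.7% of all genes tested. *Hopx* was lower in E12.5 mutants too, with 184.7 ± 29.64 normalized counts (SD, n = 4) against 288 ± 53.69 (SD, n = 4) in controls, a log2 fold change of -0.63 (limma adjusted p = 0.0406), which passed the threshold in 2 of the 8 fits without 1 library. 6 of the 152 List A genes lie on X or Y.

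Genes near *Sox9* passed more often than others. Besides *Sox9*, 9 List A genes lie within 10 Mb of it, where 2.43 would by chance (one-sided Fisher's exact test, p = 0.000769), 2 of 10 in List B (p = 0.0107, same exact test), 8 of 118 at E12.5 (exact p = 0.000648) and 2 of the 6 shared genes (exact p = 0.00371). Among them, *Mettl23* had 193.2 ± 19.68 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* and 184.7 ± 9.26 (SD, n = 4) in *Sox9 fl/fl;Nestin‐Cre* mutants, against 535 ± 21.2 and 365 ± 19.6 (SD, n = 4 each) in their controls. Mutants carry the floxed *Sox9* allele and controls do not, so strain variants inherited with that allele are a candidate explanation for these genes. An effect of *Sox9* on its neighbours stays open as well.

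Chromosome 12 held 21 List A genes, where 5.45 would by chance (one-sided Fisher's exact test, adjusted over chromosomes, p = 2.22e-06), 16 of the E12.5 genes and 0 of List B, and 7 of them were in both lists of the *Sox1 Cre* line. Chromosome 3 held 16 List A genes (exact test, adjusted p = 0.0277), and chromosome 14 held 13 E12.5 genes (exact test, adjusted p = 0.00107). *Gm7868*, a processed pseudogene on chromosome 12, had 198 ± 6.46 normalized counts (SD, n = 4) in *Sox9 fl/fl;Sox1 Cre/+* mutants and 2.01 ± 2.33 (SD, n = 4) in controls, and 196.8 ± 30.27 and 100.5 ± 14.24 (SD, n = 4 each) in *Nestin‐Cre* mutants and controls. *Gm9008* on chromosome 6 was at least 88.2-fold higher in the *Sox1 Cre* mutants. Strain variants on other chromosomes that differ between the mutant and control embryos of this line may explain the excess on chromosome 12 (4.78e-06 at E12.5, in other embryos). No genotype data were analysed here.

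Pseudogenes were more frequent in List A than among all genes tested, 18 of 152 where 7.9 would be by chance (one-sided Fisher's exact test, p = 0.000925), but not in List B (1 of 11, exact p = 0.444) or at E12.5 (7 of 119, exact p = 0.424). *Rps3a1*, *Rps3a2* and *Rps3a3* changed by 1.93, -6.97 and -7.86 in *Sox9 fl/fl;Sox1 Cre/+* mutants, while their sum changed by -0.24 (19570 ± 2080 against 23160 ± 3290 normalized counts, SD, n = 4 each, exact permutation test, p = 0.114). Reads assigned to one copy or another of near-identical genes may explain such opposite changes, and why the assignment should differ by group stays open.

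Whether the dissected tissue differed between *Sox9 fl/fl;Sox1 Cre/+* mutants and controls was not settled by the list tests. The lowest adjusted fry p of the 4 tissue lists was 0.756. The median log2 fold change was 0.08 for choroid plexus (6 of 9 genes higher), -0.28 for meninges (0 of 8 higher), -0.14 for erythroid (4 of 10 higher) and 0.20 for ventral telencephalon (3 of 5 higher). With 1 score as a covariate, List A held 305 genes for choroid plexus, 312 for meninges, 181 for erythroid and 147 for ventral telencephalon, of which 152, 135, 149 and 127 were among the 152. With all 4 scores together it held 88 genes, 64 of them (42.1%) among the 152. The log2 fold changes of the 152 genes hardly changed in size in these fits, and the fit with 4 scores has fewer residual degrees of freedom than the 18 without scores.

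*Nestin‐Cre* mutant library A18 had 220.2 normalized counts of *Dlx2*, against at most 22.3 in the other 23 libraries, and the highest value of 5 of the 8 other genes of the ventral telencephalon list: *Dlx1* (230.3), *Gad2* (100.5), *Dlx5* (64.9), *Gsx2* (30.5) and *Gad1* (11.4). Ventral telencephalic tissue in that library is a candidate explanation. The remaining 3 genes, *Nkx2-1*, *Lhx6* and *Sp8*, were highest in other libraries.

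Among the 39 tests of gene lists, Notch targets at E12.5 passed the threshold (fry, adjusted p = 0.00745, median log2 fold change -0.16, 0 of 6 genes higher), but not at E13.5 in *Sox9 fl/fl;Sox1 Cre/+* (median -0.09, adjusted p = 0.679) or *Sox9 fl/fl;Nestin‐Cre* mutants (median -0.08, adjusted p = 0.77); whether the ages differ in this was not tested. 0 of its genes passed at E12.5 over all genes tested and 2 when adjusted over the list alone. With camera 0 lists passed. At E13.5 in *Sox9 fl/fl;Sox1 Cre/+* mutants the medians of the other lists were 0.01 for astrocytic progenitors, -0.08 for Cajal-Retzius cells, -0.10 for cortical hem, -0.21 for endothelium and pericytes, 0.03 for neurogenesis, -0.10 for proliferation, -4.45 for sex chromosome and 0.19 for SoxB and SoxE, with adjusted fry p between 0.756 and 0.975. Adjusted over the list alone, 1 gene passed in each of neurogenesis, Notch targets and SoxB and SoxE there, and 0 over all genes tested. For *Sox9 fl/fl;Nestin‐Cre* mutants these numbers were 1 for Notch targets and 2 for SoxB and SoxE, against 0 over all genes.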
